# A MYC family switch: L-MYC drives and maintains neuroendocrine lineage programs in prostate cancer

**DOI:** 10.1016/j.neo.2026.101307

**Published:** 2026-04-17

**Authors:** Jeyaluxmy Sivalingam, Kaleigh Ballagh, Kyung Hyun Cho, Yingli Shi, Lin Li, Preston Barron, Michael S. Lan, Omar E Franco, Xiuping Yu

**Keywords:** Prostate cancer, Neuroendocrine, MYCL

## Abstract

Neuroendocrine prostate cancer (NEPC) is an aggressive, therapy-resistant subtype that emerges through lineage plasticity following androgen receptor pathway inhibition. Although MYC family oncogenes are central to prostate cancer progression, the role of MYCL (L-MYC) in NEPC has remained poorly defined. Here, we show that MYCL is selectively and robustly upregulated in NEPC patient samples and experimental models, whereas MYC is concurrently suppressed and MYCN remains low, revealing a lineage-associated MYC family switch. MYCL expression strongly correlates with the neuroendocrine lineage regulators ASCL1 and INSM1 and inversely with adenocarcinoma-associated genes. Functionally, MYCL overexpression suppresses androgen receptor signaling, induces neuroendocrine-like transcriptional reprogramming, and remodels cytoskeletal and adhesion pathways associated with cellular plasticity, whereas MYCL knockdown disrupts neuroendocrine lineage identity and restores adenocarcinoma-associated gene expression, including MYC. Mechanistically, MYC suppression is associated with transcriptional regulation by ASCL1, while MYCL upregulation appears to occur within a permissive epigenetic landscape rather than through genomic amplification. Together, these findings identify MYCL as a lineage-specific regulator that drives and maintains neuroendocrine identity and define a MYC family regulatory switch in which MYCL replaces MYC to stabilize neuroendocrine lineage programs in advanced prostate cancer.

## Highlights

• First report of MYCL expression and function in NEPC.
• MYCL up and MYC down, lineage-associated MYC switch in PCa.
• MYCL activation reflects a permissive epigenetic state.
• MYCL suppresses AR and drives neuroendocrine-like reprogramming.
• MYCL depletion restores adenocarcinoma genes, including MYC.

## Introduction

Prostate cancer (PCa) is the most commonly diagnosed non-skin cancer and the second leading cause of cancer-related deaths in U.S. men [1]. Early stage PCa is typically androgen-dependent and responds to androgen deprivation therapy; however, over time, most tumors eventually progress to castration-resistant PCa [2]. While many castrate-resistant PCa cases continue to respond to AR pathway inhibitors, a subset of tumors becomes resistant through lineage plasticity, leading to the emergence of neuroendocrine prostate cancer (NEPC) [3]. The incidence of NEPC has increased since the widespread clinical use of next generation of AR pathway inhibitors around 2012. Notably, NEPC and adenocarcinoma prostate cancer (AdPC) share a largely conserved genomic landscape but exhibit distinct epigenomic signatures [3]. During this phenotypic shift, AR expression is lost and neuroendocrine (NE) lineage markers such as ASCL1, INSM1 and CHGA are upregulated [3]. Currently, there are no effective treatments for NEPC, and the disease is associated with a poor prognosis, with a median overall survival of approximately 9 months [4]. Therefore, a deeper understanding of the molecular mechanisms driving the development of NEPC continues to be a priority for advancing PCa research.

The Myelocytomatosis (MYC) family of oncogenes, comprising MYC (c-MYC), MYCN (N-MYC), and MYCL (L-MYC), encodes transcription factors that regulate approximately 15% of all genes, including those involved in stress responses, proliferation, differentiation, cell cycle progression, apoptosis, and immune regulation [5]. The dysregulation of MYC family members has been implicated in tumorigenesis across multiple cancer types, including PCa. In AdPC, MYC is frequently amplified and overexpressed, where it promotes tumor progression [6,7]. In contrast, MYCN amplification is observed in approximately 40% of NEPC cases [8]. Notably, MYCN, in cooperation with activated AKT1, can transform human prostate epithelial cells and drive NEPC progression [9]. Additionally, MYCN can recruit EZH2 to suppress AR signaling and promote NE features [10].

While MYC and MYCN have been extensively studied in PCa, MYCL has primarily been described only at the level of focal copy-number amplification in clinically localized PCa [11]. Its regulation and functional role remain poorly understood, especially in NEPC, where MYCL is expressed [12].

Our analysis of publicly available patient and cell-line RNA-seq datasets revealed that MYCL expression is selectively upregulated in NEPC, whereas MYC is preferentially enriched in AdPC, while MYCN expression remains comparatively low in NEPC. This reciprocal expression pattern between MYCL and MYC suggests the existence of a MYC family switch associated with lineage plasticity and NE transdifferentiation. Here, we report that MYCL expression is markedly elevated in NEPC and provide mechanistic insights into its function in PCa, uncovering its epigenetic regulation and a previously unrecognized role in maintaining NE lineage programs. Collectively, our findings identify MYCL as a key transcriptional regulator that supports NE identity in NEPC.

## Results

### MYCL is upregulated and MYC is downregulated in NEPC across patient samples and cell line models

Transcriptomic analysis across multiple PCa patient cohorts, including Beltran, SU2C, Labrecque mCRPC cohort, West Coast Prostate Cancer Dream Team (WCDT), and ProAtlas datasets, together with patient-derived xenograft models and PCa cell-lines (LuCaPs and CTPC), revealed lineage-associated divergence in MYC family gene expression during disease progression (Fig. 1A). MYC expression predominated in adenocarcinoma tumors but was markedly reduced in NEPC, with MYC protein undetectable in the NCI-H660 NEPC model. In contrast, MYCL was consistently and selectively upregulated in NEPC patient samples and exhibited strong enrichment at both transcript and protein levels. MYCN expression was detected in some LuCaP tumors but overall remained comparatively low across patient cohorts and was not detected at the protein level in NCI-H660 NEPC model (Fig. 1A, B, C).

**Fig. 1:**
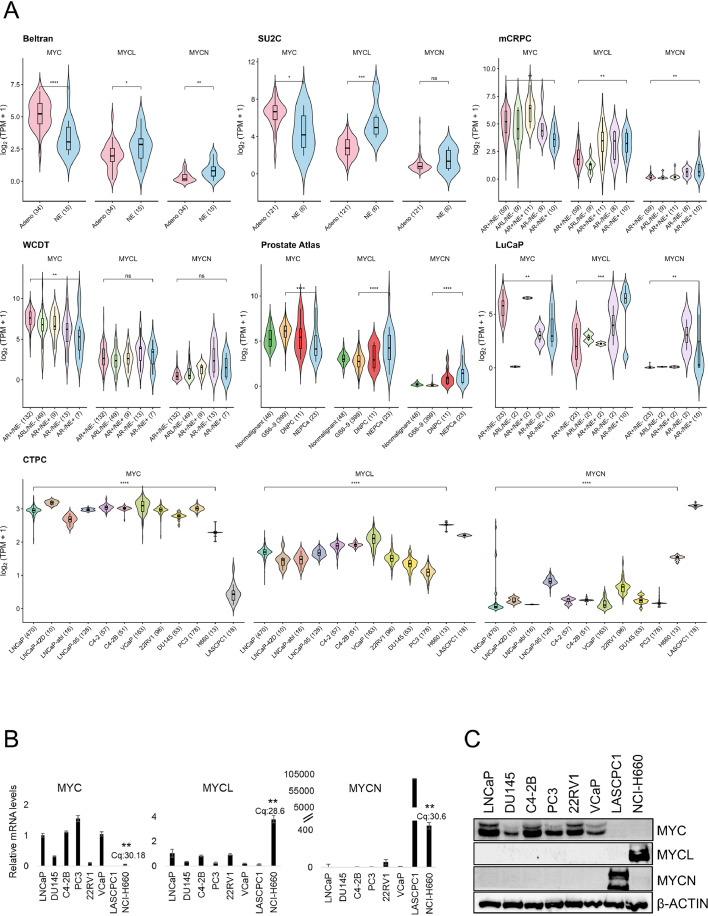
MYCL is upregulated and MYC is downregulated in neuroendocrine prostate cancer (A) Violin plots showing normalized mRNA expression levels of MYC, MYCL, and MYCN across multiple prostate cancer patient cohorts and experimental models, including the Beltran, SU2C, Labrecque mCRPC, WCDT, ProAtlas, LuCaP patient-derived xenograft (PDX), and CTPC datasets. Gene expression values are presented as log₂ (TPM + 1). Samples are grouped according to molecular subtype or lineage state, including AR⁺/NE⁻, AR⁺/NE⁺, AR-low/NE⁻ (ARL/NE⁻), AR⁻/NE⁻, and AR⁻/NE⁺, based on previously defined molecular classifications or adenocarcinoma versus neuroendocrine prostate cancer annotations. Across datasets, MYC expression predominates in adenocarcinoma tumors, whereas MYCL expression is enriched in neuroendocrine prostate cancer. MYCN expression remained comparatively low overall. (B) Quantitative RT-PCR analysis of relative mRNA expression levels of MYC, MYCL, and MYCN across prostate cancer cell lines. Expression levels were normalized to GAPDH and are presented relative to the reference cell line LNCaP. The neuroendocrine prostate cancer cell line NCI-H660 exhibits elevated MYCL, whereas adenocarcinoma models predominantly express MYC. Compared to other prostate cancer cell lines (excluding LASCPC1), MYC is significantly reduced and MYCL is significantly increased in H660. (C) Immunoblot analysis confirming protein expression of MYC family members in representative prostate cancer cell lines. β-ACTIN serves as a loading control. Consistent with transcriptomic findings, MYC protein is broadly expressed in adenocarcinoma models, whereas MYCL is preferentially detected in neuroendocrine prostate cancer cells.

Single-cell RNA-seq analysis further demonstrated that MYCL was enriched in NEPC populations as well as AR-high adenocarcinoma (AdPC_ARhi) cells, a distinct castration-resistant state, suggesting that MYCL activation may occur across multiple resistant lineages (Supplementary Fig. 1). Elevated MYCL expression closely correlated with canonical NEPC markers, including ASCL1, INSM1, and CHGA (Supplementary Fig. 2, 3), whereas MYC expression displayed an inverse association with NE programs and instead aligned with adenocarcinoma-associated genes such as NKX3-1, YAP1, and KLK3. Notably, relatively high MYCL and NEPC marker mRNA expression was also observed in VCaP cells, an amphicrine PCa model exhibiting both adenocarcinoma and NE features, supporting a potential role for MYCL in transitional lineage states bridging adenocarcinoma and NE phenotypes (Fig. 1A).

RT-qPCR and immunoblotting confirmed elevated MYCL mRNA and protein expression in NCI-H660 cells compared with adenocarcinoma models, whereas MYC transcript levels were reduced and MYC protein remained absent (Fig. 1B, C). Although MYCN mRNA exhibited apparent fold enrichment, its absolute transcript abundance remained low (as reflected by high Cq values) and MYCN protein was not detectable across the models examined. Collectively, these findings identify MYCL as a NE lineage-associated MYC family member in advanced PCa and support a model in which reciprocal suppression of MYC accompanies MYCL activation, consistent with a MYC family switch underlying NE transdifferentiation.

### MYCL has limited effects on proliferation but promotes migration and cytoskeletal remodeling in prostate cancer cells

MYCL overexpression in AdPC cells resulted in a mild reduction in proliferative capacity, as determined by both cell counting and IncuCyte live-cell imaging, with only modest differences in overall growth kinetics between control and MYCL-overexpressing C4-2B and PC3 cells (Fig. 2A, B; Supplementary Fig. 4A, B). Consistent with this, cell-cycle analysis revealed a reduction in the G1 population and a corresponding increase in S-phase in PC3 cells, accompanied by a modest increase in apoptosis, resulting in a slight decrease in net cell accumulation. In contrast, cell-cycle analysis showed a moderate increase in the G1 population in C4-2B/MYCL cells compared with controls; however, this difference did not reach statistical significance (p = 0.08). Apoptosis analysis revealed no significant change in early apoptosis, while late apoptosis was marginally reduced and the proportion of dead cells was slightly increased (Fig. 2C). Collectively, these results indicate that MYCL overexpression has minimal impact on cell-cycle distribution and apoptosis, suggesting that MYCL may not primarily regulate proliferation in C4-2B cells but may instead contribute to alternative oncogenic processes.

**Fig. 2:**
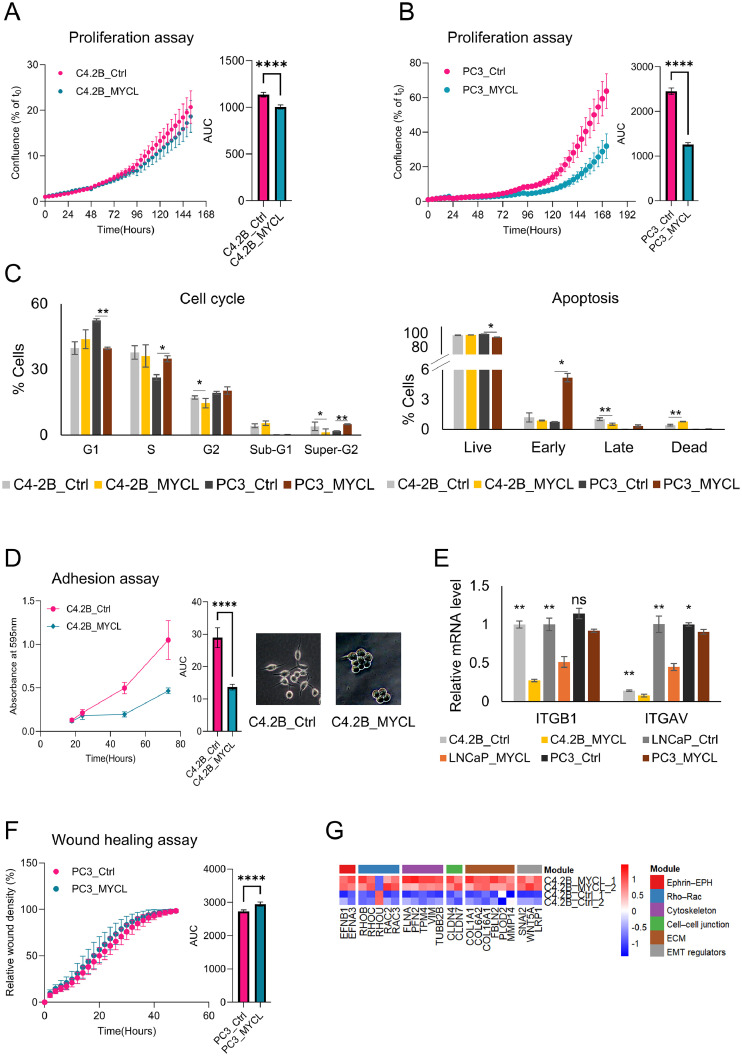
MYCL reduces proliferation while promoting migration and cytoskeletal remodeling and decreasing cell adhesion in prostate cancer cells (A) Proliferation assay. Real-time Incucyte analysis showing cell proliferation of C4-2B control (Ctrl) and C4-2B-MYCL cells measured as confluence (%) over time. Quantification using area under the curve (AUC) demonstrates reduced proliferative capacity following MYCL overexpression. (B) Proliferation assay. Real-time Incucyte analysis showing cell proliferation of PC3 control (Ctrl) and PC3-MYCL cells measured as confluence (%) over time. Quantification using area under the curve (AUC) demonstrates reduced proliferative capacity following MYCL overexpression. (C) Left: Cell cycle analysis of C4-2B and PC3 cells following MYCL overexpression. In PC3 cells, MYCL reduces the G1 population and increases S-phase, indicating altered cell cycle progression, whereas changes in C4-2B cells are minimal. Right: Apoptosis analysis by Annexin V/7-AAD staining. MYCL overexpression in PC3 cells increases the early apoptotic population, with little or no significant change in C4-2B cells. (D) Cell adhesion assay. Cell adhesion was assessed by crystal violet staining and quantified by measuring absorbance at 595 nm at 18, 24, 48, and 72 h following seeding. MYCL-overexpressing C4-2B cells exhibited significantly decreased adhesion compared with control cells. Representative phase-contrast images acquired 48 h after seeding show reduced cell attachment and increased cell clustering in MYCL-expressing cells. (E) Molecular validation. RT-qPCR analysis of adhesion-related genes (ITGB1, ITGAV) in control (Ctrl) and MYCL-overexpressing C4-2B, LNCaP and PC3 cells. (F) Migration assay. Wound-healing analysis measuring relative wound density (%) over time demonstrates moderately enhanced migratory capacity in PC3-MYCL cells. AUC quantification confirms increased migration upon MYCL expression. (G) Cytoskeletal transcriptional programs. Heatmap showing differential expression of genes meeting thresholds of |log₂FC| ≥ 0.5 and adjusted p-value (FDR) < 0.05. Differentially regulated genes are associated with Ephrin-EPH signaling, Rho-Rac signaling, cytoskeletal organization, cell-cell junctions, extracellular matrix (ECM) interactions, and epithelial-mesenchymal transition (EMT) regulators, indicating MYCL-driven cytoskeletal remodeling signatures.

Interestingly, MYCL markedly impaired cell adhesion, with MYCL-overexpressing cells displaying reduced attachment efficiency and altered cellular morphology in adhesion assays (Fig. 2D). Live-cell imaging further revealed defective cell spreading and persistent attachment failure following seeding, characterized by rounded and weakly adherent cells, characteristics often observed in NE tumors (Supplementary Video). Consistent with these observations, RT-qPCR analysis confirmed reduced expression of integrins (ITGB1 and ITGAV) in C4-2B, LNCaP, and PC3 cells (Fig. 2E). The coordinated downregulation of integrins critical for extracellular matrix engagement, particularly ITGB1, suggests impaired adhesion-dependent signaling.

Wound-healing assays demonstrated a mild but significant increase in migratory behavior in MYCL-overexpressing PC3 cells (Fig. 2F). 

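RNA was sequenced from C4-2B cells, a castration-resistant prostate adenocarcinoma line, that carried an empty lentiviral vector (control) or a lentiviral vector expressing human MYCL together with EGFP. There were 2 libraries per condition, made by poly(A) selection and sequenced as paired-end reads. The authors deposited a table of gene-level read counts, without normalization between libraries, and a table of TPM values. The counts are estimated counts, since 34.4% of the non-zero values are not whole numbers. The paper describes the TPM values as counts divided by gene length, with each library scaled to the same sum. The length implied by counts and TPM varied between libraries, so a fixed length per gene does not give these values exactly. For the gene lengths the paper names Ensembl annotations, without a release, and its text names no aligner or counting tool for these libraries. The control libraries held 32344170 and 23489171 counts and the MYCL libraries held 18278753 and 18090296. The 10 most abundant genes took between 9.75% and 11.2% of the counts of a library. Counts were rounded to whole numbers and normalized by edgeR's TMM method. Control and MYCL libraries were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the 16866 genes that passed edgeR's filter on low counts (filterByExpr). A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. The spread between replicate libraries corresponded to a biological coefficient of variation of 0.083. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p below 0.33, so the tests rest on the spread that edgeR shares between genes. Gene positions are those of GENCODE 44 on GRCh38, which holds 61458 of the 78691 gene identifiers in the count table. MYCL itself (ENSG00000116990.12, chromosome 1, 39895428 to 39902256) had 371 and 320 counts in the control libraries and 65524 and 70253 in the MYCL libraries. In counts scaled by library size (CPM) and normalized by TMM, this was 12.4 ± 1.44 CPM (SD, n = 2) in control cells and 3786 ± 328 (SD, n = 2) in MYCL-overexpressing cells. The log2 fold change was 8.26 (standard error 0.12, adjusted p = 3.91e-09 from edgeR's quasi-likelihood test). Counts from the introduced MYCL and from the cells' own gene are not separated in the table.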

Transcriptomic profiling revealed extensive MYCL-dependent reprogramming of cytoskeletal regulatory networks associated with cellular plasticity (Fig. 2G). 

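The heatmap of Fig. 2G shows 23 genes that the study selected on these libraries, 22 of them higher and 1 lower in MYCL-overexpressing cells. All 23 changed in the direction of the heatmap and passed its threshold, an absolute log2 fold change of at least 0.5. The same 23 passed when the p-values were adjusted over the list alone. Neither count is independent evidence, because the genes were chosen on these samples. Among the ephrins, EFNB1 (ENSG00000090776.7, chromosome X) had a log2 fold change of 0.67 (standard error 0.16, adjusted p = 0.0112 from edgeR's quasi-likelihood test). EFNA3 had 0.88 (standard error 0.09, adjusted p = 1.53e-04 from the same edgeR test), and 43.9% of its exon bases are shared with the readthrough gene EFNA4-EFNA3. RHOU was the 1 gene that fell, from 100.1 ± 1.49 to 40.9 ± 2.01 CPM (SD, n = 2 each), a log2 fold change of −1.29 (standard error 0.08, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test). RHOB rose from 241.7 ± 2.18 to 458.7 ± 25.3 CPM (SD, n = 2 each), and RHOC had the smallest change of the 23, a log2 fold change of 0.54 that was 0.48 without C4-2B MYCL replicate 2. In the cytoskeletal and matrix groups, TPM4 had a log2 fold change of 1.05, VIM 0.92, COL6A2 1.20 and COL16A1 2.10, with standard errors from 0.07 to 0.27. The antisense gene VIM-AS1 overlaps 12.7% of the exon bases of VIM, and the paper does not state whether counting used the strand. Of the regulators of epithelial-mesenchymal transition, SNAI2 had a log2 fold change of 0.95 (standard error 0.17) and WNT5A of 1.35 (standard error 0.24). The fold changes of TUBB2B and RAC2 rest on few counts. TUBB2B had 1 and 6 counts in control and 19 and 17 in MYCL libraries, and its paralog TUBB2A had 285 and 178 in control and 281 and 216 in MYCL libraries. RAC2 had 10 and 16 against 27 and 41. With limma on log2(TPM + 1) in place of counts, 16 of the 23 genes passed. COL1A1, EFNB1, FLNA, MMP14, PLOD2 and RHOC did not, and TUBB2B was not tested there because of its low TPM. With each library's log2(TPM + 1) values centred on their median, chosen after seeing the data, 21 passed, all but MMP14 and TUBB2B. Without the filter on low TPM, a setting applied to the heatmap genes after seeing the data, 9 of the 23 passed, and 17 at an unadjusted p under 0.05. Across all 17 tested ephrins and EPH receptors the median log2 fold change was 0.05, with 5 genes called higher. It was −0.07 on log2(TPM + 1), where the median of all genes tested was −0.142, and 0.081 once each library was centred, a setting chosen after seeing the data. From counts it was 0.085 and 0.105 without C4-2B MYCL replicates 1 and 2 in turn, and 0.018 with the GC trend of each library removed, also chosen after seeing the data.

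**Figure D1:**
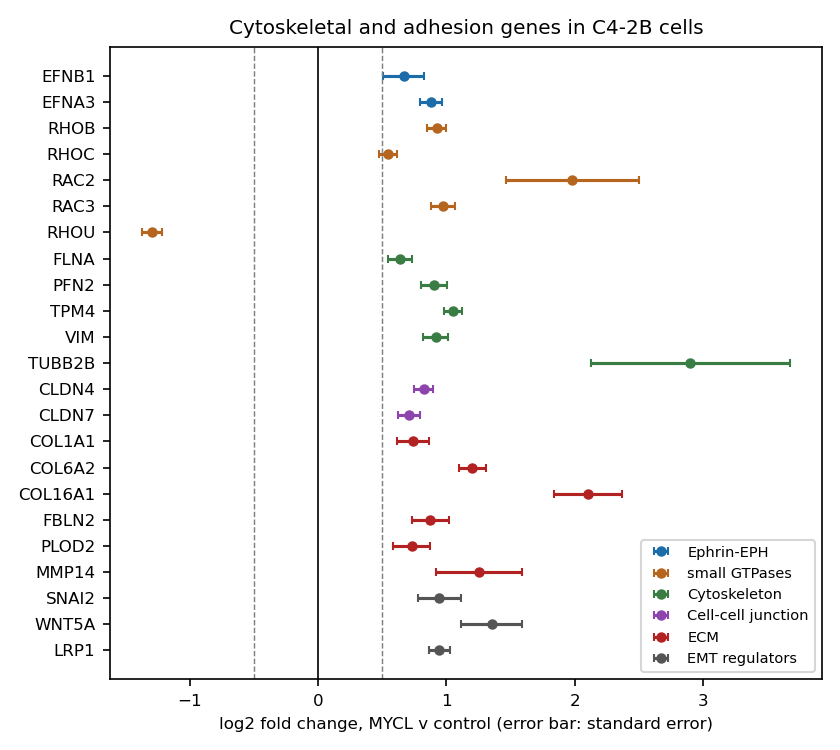
Log2 fold change of each gene of Fig. 2G in MYCL-overexpressing against control C4-2B cells (x axis), from counts of 2 libraries per condition. Points are coloured by functional group, bars are standard errors and dashed lines mark an absolute log2 fold change of 0.5; RHOU at −1.29 is the gene below 0, and TUBB2B has the widest bar.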

Differential expression analysis identified significant alterations in genes governing Ephrin-EPH signaling, Rho-Rac GTPase activity, focal adhesion dynamics, and extracellular matrix remodeling, supporting cytoskeletal reorganization and increased cellular motility.

Collectively, these findings indicate that MYCL primarily drives cytoskeletal and adhesion remodeling rather than proliferative expansion, promoting a phenotypic transition toward increased cellular plasticity consistent with NE differentiation.

### MYCL drives neuroendocrine-like transcriptional reprogramming and suppresses MYC signaling

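Of the 16866 genes tested in C4-2B cells, 3355 were differentially expressed between MYCL-overexpressing and control cells. Of these, 1986 were higher and 1369 lower, so that 59.2% of the called genes were higher. Without the minimum on the fold change, 5895 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test, 50.3% of them higher. With a minimum of 1 in absolute log2 fold change, 1411 genes were called, 73.1% of them higher. DESeq2's Wald test, the paper's tool, called 2954 genes, of which 2937 were among the 3355. The balance of higher and lower genes differed between counts and TPM values. On log2(TPM + 1) with limma, 3003 genes were called and 33.5% of them were higher, while the median log2 fold change over all tested genes was −0.14 on that scale and −0.002 from counts. After each library's log2(TPM + 1) values were centred on their median, a setting chosen after seeing the data, 2528 genes were called and 60.7% were higher. Centring itself fixes each library's median, so this does not tell whether scaling is the source of the difference.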

Transcriptomic profiling revealed that MYCL overexpression induces broad transcriptional reprogramming in PCa cells. Gene set enrichment analysis of Hallmark pathways demonstrated enrichment of hypoxia, epithelial-mesenchymal transition, and glycolysis programs, accompanied by suppression of androgen response and MYC target gene signatures in MYCL-overexpressing cells (Fig. 3A). 

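Enrichment was tested on 16 gene lists compiled from general knowledge of each process, since the Hallmark sets were not used here. Genes were ranked by the signed square root of edgeR's quasi-likelihood statistic, and each list was tested with fgsea, with Benjamini-Hochberg adjustment over the 16 lists. In C4-2B cells, 14 lists passed an adjusted p of 0.05, 9 toward higher and 5 toward lower expression. The hypoxia list (55 genes tested) had a median log2 fold change of 0.74 and an adjusted p of 5.59e-22 from fgsea, and 36 of its genes were called higher. The mesenchymal and extracellular matrix list (34 of its 50 genes tested) had a median of 0.73 and an adjusted p of 8.62e-05 from fgsea. The glycolysis list (37 genes) had a median of 0.37 and an adjusted p of 6.36e-09 from fgsea, and its median was 0.24 without C4-2B MYCL replicate 2. The MYC target list (82 genes tested) fell, with a median of −0.44, 33 genes called lower and an adjusted p of 1.6e-21 from fgsea. Among the inflammatory and stress lists, the NF-kB and immediate early list had a median of 0.95 (fgsea adjusted p = 2.6e-09) and the unfolded protein response list of 0.91 (fgsea adjusted p = 4.11e-11). The mTORC1 list had a median of 0.42 (fgsea adjusted p = 5.33e-09), or 0.27 without C4-2B MYCL replicate 2, and the p53 target list of 0.16 (fgsea adjusted p = 0.00171), or 0.10 without C4-2B control replicate 1. Neither the apical junction list (median 0.12, fgsea adjusted p = 0.114) nor the interferon list (median 0.39, fgsea adjusted p = 0.142) passed. The median of the apical junction list was 0.06 and that of the interferon list 0.18 without C4-2B MYCL replicate 2, and the interferon median was 0.61 without C4-2B MYCL replicate 1. Ranked enrichment takes no account of correlation between the genes of a list. In camera with the correlation estimated for each list, 0 of the 16 lists passed after adjustment (adjusted p from 0.143 to 0.529) and 5 had an unadjusted p under 0.05. In fry, 15 lists passed, all but the apical junction list (fry adjusted p = 0.073).

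**Figure D2:**
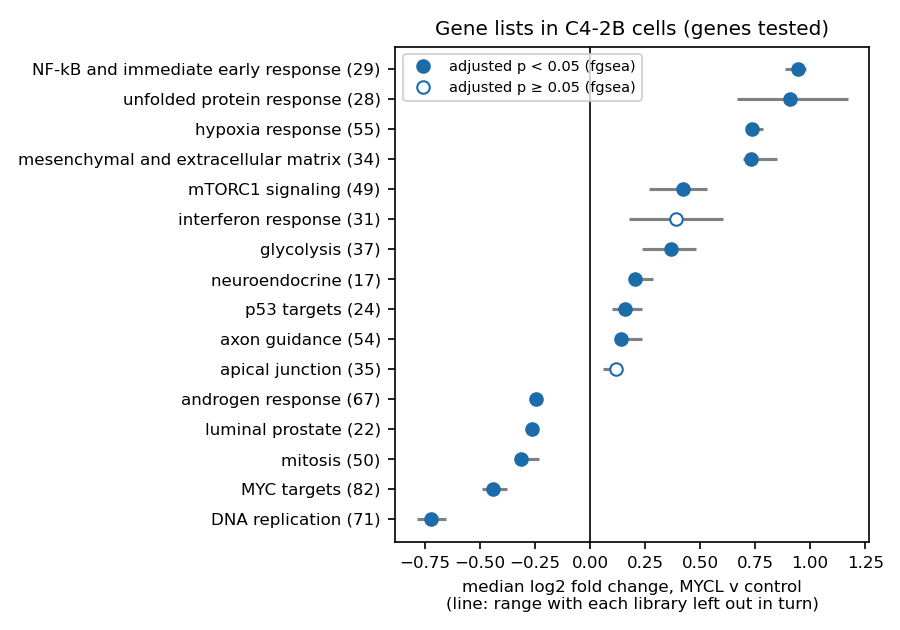
Median log2 fold change of each gene list in MYCL-overexpressing against control C4-2B cells (x axis), with the number of genes tested in brackets. Filled points passed an adjusted p of 0.05 in fgsea, open points did not, and lines span the medians with each of the 4 libraries left out in turn; NF-kB at 0.95 and DNA replication at −0.72 lie at the ends.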

Gene Ontology analysis further revealed upregulation of multiple differentiation-associated biological processes together with coordinated downregulation of pathways involved in DNA replication, DNA repair, and chromosome organization, indicating attenuation of proliferative and genome maintenance programs (Fig. 3B).

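All 71 genes of the DNA replication list were tested in C4-2B cells, with a median log2 fold change of −0.72. Of these, 50 were called lower, and the list had an adjusted p of 3.22e-25 from fgsea. With each library left out in turn, the median stayed between −0.79 and −0.65. On log2(TPM + 1), where all genes shift by −0.14, the median was −0.81. The lists used here hold no separate one for DNA repair, chromosome organization or differentiation.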

**Fig. 3:**
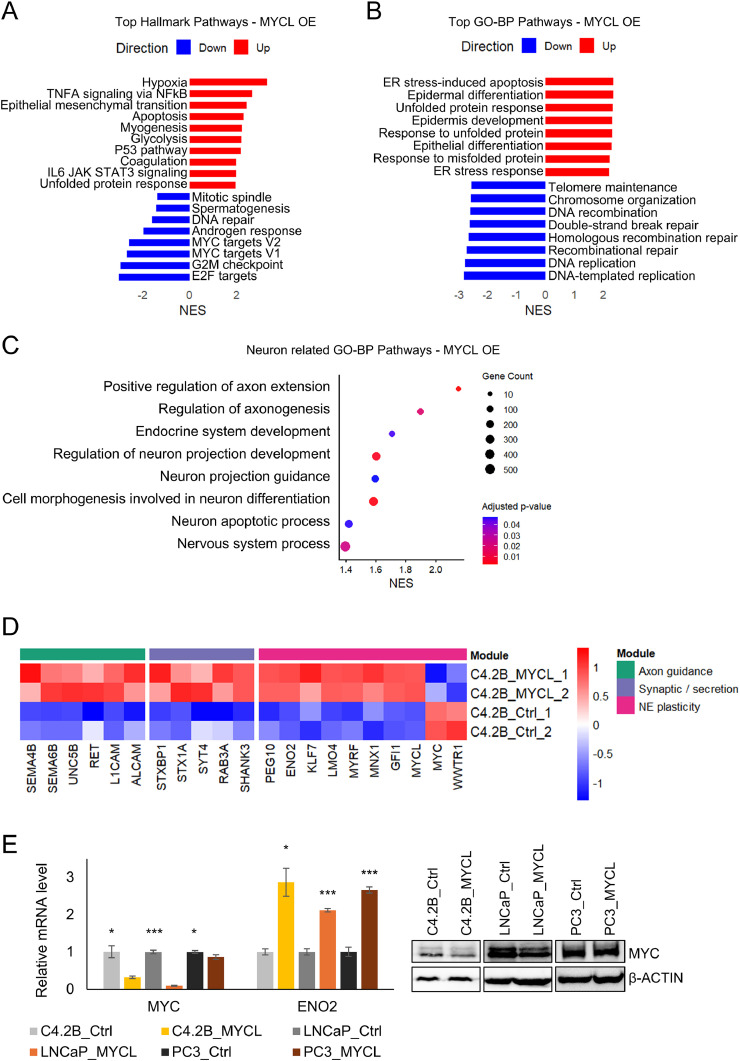
MYCL drives neuroendocrine-like transcriptional reprogramming and suppresses MYC signaling (A) Hallmark pathway enrichment analysis. GSEA of MSigDB Hallmark pathways in MYCL-overexpressing C4-2B cells versus controls (FDR < 0.05). Positively enriched pathways (red) include hypoxia, epithelial-mesenchymal transition, inflammatory signaling, and metabolic programs, whereas negatively enriched pathways (blue) include MYC target genes, G2/M checkpoint, DNA repair, and mitotic spindle processes. (B) Gene Ontology Biological Process (GO-BP) enrichment analysis following MYCL overexpression (FDR < 0.05). Enriched pathways indicate activation of stress response, metabolic adaptation, and differentiation-associated programs, with repression of DNA replication, DNA repair, and chromosome organization. (C) Neuron-associated GO-BP enrichment analysis. Neuronal pathways were filtered using FDR < 0.05 and reduced by semantic similarity clustering (similarity cutoff = 0.7). Dot size represents gene count per pathway, and color indicates adjusted P value (red = lower FDR; blue = higher FDR). MYCL overexpression enriches transcriptional programs related to axon extension, neuron projection development, and neuronal differentiation. (D) Neuroendocrine and axon-guidance transcriptional modules. Heatmap showing log2(TPM + 1) expression of genes involved in axon guidance, synaptic/secretion pathways, and neuroendocrine plasticity modules in control and MYCL-overexpressing cells, demonstrating activation of neuronal lineage programs. Color scale represents relative expression from low (blue) to high (red). Genes were selected using differential expression thresholds of |log2FC| ≥ 0.4 and FDR < 0.05. (E) Molecular validation of MYCL-driven transcriptional changes. RT-qPCR analysis confirms altered expression of MYC and ENO2 mRNA levels in MYCL-overexpressing C4-2B, LNCaP and PC3 cells relative to controls. Immunoblot analysis validates MYC protein expression with β-ACTIN as a loading control.

Notably, neuronal and axon-related gene programs-including regulation of axonogenesis, neuron projection development, cell morphogenesis involved in neuron differentiation, nervous system processes and endocrine system development-were significantly enriched following MYCL overexpression (Fig. 3C). 

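Of the 84 genes in an axon guidance list compiled from general knowledge, 54 had enough counts to be tested in C4-2B cells. Their median log2 fold change was 0.14, 15 genes were called higher and 1 lower, and the list had an adjusted p of 9.16e-04 from fgsea. The median was 0.24 without C4-2B MYCL replicate 2 and −0.03 on log2(TPM + 1), where the median of all genes tested was −0.142.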

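The heatmap of Fig. 3D shows 21 genes that the study selected on the C4-2B libraries, 19 higher and 2 lower in MYCL-overexpressing cells. All 21 moved in the direction of the heatmap and passed its threshold, an absolute log2 fold change of at least 0.4, over all genes tested and adjusted over the list alone. Because the list was chosen on these samples, neither count is independent evidence. Fewer genes passed on TPM values. With limma on log2(TPM + 1), 12 of the 21 passed. Among the others, RET, UNC5B and WWTR1 were not tested there because of their low TPM, ALCAM and RAB3A had smaller changes than the threshold, and MYRF, SHANK3 and SYT4 had adjusted p-values from 0.0701 to 0.153 in limma's moderated test. Without the filter on low TPM, applied here after seeing the data, 5 of the 21 passed, and 16 at an unadjusted p under 0.05. SEMA6B, which had the largest fold change after MYCL itself, had 9 and 15 counts in control and 160 and 228 in MYCL libraries. WWTR1, which fell, had 67 and 53 against 11 and 5.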

Consistent with these findings, heatmap analysis demonstrated coordinated upregulation of genes associated with axon guidance, synaptic and secretory pathways, and NE plasticity in MYCL-overexpressing C4-2B cells compared with control cells (Fig. 3D). 

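In C4-2B cells, L1CAM (ENSG00000198910.15, chromosome X, 153861514 to 153886173) rose from 1.43 ± 0.063 to 6.97 ± 0.734 normalized CPM (SD, n = 2 each), a log2 fold change of 2.28 (standard error 0.25, adjusted p = 2.73e-04 from edgeR's quasi-likelihood test). RET (ENSG00000165731.23, chromosome 10, 43077064 to 43130351) rose from 1.12 ± 0.144 to 3.69 ± 1.00 CPM (SD, n = 2 each), with a log2 fold change of 1.73 (standard error 0.34, adjusted p = 0.00457 from edgeR's quasi-likelihood test). UNC5B (ENSG00000107731.13, chromosome 10, 71212570 to 71302864) had 59 and 52 counts in control libraries and 109 and 137 in MYCL libraries, with a log2 fold change of 1.79 (standard error 0.26, adjusted p = 0.00109 from edgeR's quasi-likelihood test). The log2 fold changes with each library left out in turn stayed between 2.17 and 2.39 for L1CAM, 1.42 and 1.99 for RET and 1.57 and 1.99 for UNC5B. These levels lie below those of ALCAM, another axon guidance gene of the heatmap, at 94.5 ± 9.69 CPM in control and 138.3 ± 1.62 in MYCL-overexpressing cells (SD, n = 2 each).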

Notably, key axon guidance regulators, including L1CAM, RET, and UNC5B were significantly increased following MYCL overexpression. Genes involved in synaptic and secretory function, such as STXBP1 and SYT1, were also upregulated, indicating activation of neurosecretory programs. 

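SYT1 (ENSG00000067715.16) had 3 and 0 counts in the control libraries and 2 and 3 in the MYCL libraries, too few to be tested, and a difference in it was not detectable at this depth. Among the synaptic and secretory genes in the heatmap, STX1A had a log2 fold change of 1.05 (standard error 0.21), SYT4 of 0.60 (standard error 0.18), RAB3A of 0.54 (standard error 0.12) and SHANK3 of 0.98 (standard error 0.23). In a fit of all 4 groups together, RAB3A had an adjusted p of 0.0565 from edgeR's quasi-likelihood test, within a range of 0.00149 to 0.0565 over its alternatives.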

Importantly, canonical NE plasticity markers, including PEG10 and ENO2, showed strong induction with elevated MYCL expression. Collectively, these findings suggest that MYCL drives activation of neuronal and NE transcriptional networks associated with lineage plasticity in PCa cells.

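ENO2 (ENSG00000111674.10, chromosome 12, 6913745 to 6923698) had 438 and 343 counts in control and 1121 and 1033 in MYCL libraries. Its normalized level rose from 13.9 ± 0.669 to 59.9 ± 1.21 CPM (SD, n = 2 each), a log2 fold change of 2.11 (standard error 0.09, adjusted p = 3.91e-06 from edgeR's quasi-likelihood test). PEG10 (ENSG00000242265.6, chromosome 7, 94656325 to 94669695) was less abundant, at 52 and 61 counts in control and 138 and 131 in MYCL libraries. The log2 fold change of PEG10 was 1.86 (standard error 0.28, adjusted p = 0.00112 from edgeR's quasi-likelihood test) and stayed between 1.55 and 2.22 with each library left out in turn. On log2(TPM + 0.1), PEG10 had an adjusted p of 0.0592 from limma's moderated test, the largest over its alternatives.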

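A list of 49 neuroendocrine genes was compiled from general knowledge, and 17 of them had enough counts to be tested in C4-2B cells. The 32 not tested take no part in the values below. Of neuroendocrine markers that the paper names, INSM1 and NCAM1 had 0 counts in every C4-2B library. SOX2 had 1 and 0 counts in control and 0 and 0 in MYCL libraries, and NEUROG3 had 0 and 1 against 1 and 0. The 17 tested genes had a median log2 fold change of 0.21, 6 were called higher, and the list had an adjusted p of 0.00514 from fgsea. After removal of the 1 gene it shares with the hypoxia list, 16 genes were tested and the adjusted p was 0.0446 from fgsea. After removal of every gene shared with another list it was 0.0498 from fgsea, and with the correlation between genes estimated it was 0.155 from camera. Over all alternatives, the adjusted p of this list ranged from 0.00186 to 0.155 (fgsea, camera and fry). With each library left out in turn, the median lay between 0.23 and 0.29.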

RT-qPCR validation confirmed reduced MYC expression in MYCL-overexpression cells, accompanied by increased expression of the NEPC marker ENO2. Consistently, immunoblot analysis demonstrated suppression of MYC protein levels in LNCaP and C4-2B cells, but not in PC3 cells, likely due to MYC gene amplification in this line (Fig. 3E, Supplementary Fig. 5B). Together, these findings support a MYC family switch in which MYCL activation coincides with repression of MYC signaling and induction of NE-associated transcriptional programs.

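MYC (ENSG00000136997.22, chromosome 8, 127735434 to 127742951) had 4710 and 3349 counts in the control C4-2B libraries and 1777 and 1985 in the MYCL libraries. Its normalized level was 142.7 ± 2.89 CPM in control and 105.0 ± 12.1 in MYCL-overexpressing cells (SD, n = 2 each). The log2 fold change was −0.44 (standard error 0.09, adjusted p = 0.00481 from edgeR's quasi-likelihood test). Leaving out each library in turn gave values from −0.57 to −0.32, the smallest change without C4-2B MYCL replicate 1. The largest change among the alternatives was −0.60, on log2(TPM + 0.1), where the median of all genes tested was −0.162. MYCN (ENSG00000134323.14) had 0 counts in each of the 4 C4-2B libraries, which allows up to 3 counts per library. From lower MYC together with the rise of neuronal and neuroendocrine genes, the paper proposes a switch within the MYC family in which MYCL activation coincides with repression of MYC signaling.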

Collectively, these findings identify MYCL as a key regulator of MYC family switching that enables transcriptional reprogramming from an androgen receptor-dependent adenocarcinoma state toward a NE lineage program.

### MYCL suppresses androgen receptor signaling and promotes reduced dependence on AR pathway activity

Gene set enrichment analysis revealed significant negative enrichment of the Hallmark androgen response pathway in MYCL-overexpressing C4-2B cells compared with controls (Fig. 4A). 

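An androgen response list of 69 genes, compiled from general knowledge rather than taken from the Hallmark set, had 67 genes tested in C4-2B cells. The median log2 fold change was −0.24, with 24 genes called lower and 6 called higher. Its adjusted p was 6.03e-07 from fgsea, and over its alternatives it ranged from 7.1e-08 in camera with a preset correlation to 0.143 in camera with the correlation estimated. The median stayed between −0.28 and −0.22 with each library left out in turn. It was −0.40 on log2(TPM + 1), where the median of all genes tested was −0.142.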

Consistently, heatmap analysis demonstrated coordinated repression of canonical AR-positively regulated genes, including KLK3, NKX3-1, SPDEF, as well as AR and its binding partner, FOXA1 (Fig. 4B). 

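In C4-2B cells, KLK3 (ENSG00000142515.16, chromosome 19, 50854915 to 50860764) fell from 1233 ± 0.802 to 859.4 ± 17.5 normalized CPM (SD, n = 2 each), a log2 fold change of −0.52 (standard error 0.07, adjusted p = 5.58e-04 from edgeR's quasi-likelihood test). SPDEF had a log2 fold change of −0.30 (standard error 0.07, adjusted p = 0.0106 from edgeR's quasi-likelihood test). FOXA1 (ENSG00000129514.8, chromosome 14, 37589552 to 37596059) had a log2 fold change of −0.40 (standard error 0.07, adjusted p = 0.0020 from edgeR's quasi-likelihood test). For KLK3, SPDEF and FOXA1, both MYCL libraries lay below both control libraries in CPM.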

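CLU (ENSG00000120885.23, chromosome 8, 27596917 to 27614700) rose from 22.5 ± 0.443 to 43.7 ± 2.94 normalized CPM in MYCL-overexpressing C4-2B cells (SD, n = 2 each). Its log2 fold change was 0.96 (standard error 0.09, adjusted p = 1.42e-04 from edgeR's quasi-likelihood test). IGFBP5 (ENSG00000115461.6, chromosome 2) had 1 and 0 counts in the control libraries and 27 and 15 in the MYCL libraries. With the control libraries set to the floor of 3 counts, IGFBP5 was at least 6.49-fold higher (adjusted p = 0.00159 from edgeR's quasi-likelihood test). IGFBP5 was not tested where at least 10 counts were required in every library, nor on TPM values with the filter on low TPM, and it did not pass on log2(TPM + 1) without that filter.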

In parallel, AR-negatively regulated genes such as IGFBP5 and CLU, which are typically upregulated following androgen deprivation, were elevated in MYCL-overexpressing cells. These findings indicate suppression of AR signaling programs upon MYCL overexpression.

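The heatmap of Fig. 4B shows 15 genes selected on these libraries, 8 that androgen signaling raises and 7 that it lowers. All 15 changed in the heatmap's direction and passed its threshold, an absolute log2 fold change of at least 0.25. The count was also 15 adjusted over the list alone. Neither count is independent evidence, since the genes were picked on these libraries. In the first group, SLC26A2 had a log2 fold change of −0.93 (standard error 0.08), ELK4 of −0.73 (standard error 0.09) and CCND1 of −0.50 (standard error 0.07). In the second group, PELI2 had a log2 fold change of 0.88 (standard error 0.11) and CPT1C of 1.39 (standard error 0.28), and CAMK1D rose from 8 and 9 counts to 46 and 46. GLS2 had a log2 fold change of 0.64 (standard error 0.20, adjusted p = 0.035 from edgeR's quasi-likelihood test), and its adjusted p was 0.114 on log2(TPM + 1) from limma's moderated test, within a range of 0.00743 to 0.117 over its alternatives. Without C4-2B control replicate 1 its log2 fold change was 0.38. The antisense gene SPRYD4 overlaps 77.1% of the exon bases of GLS2. On log2(TPM + 1), 13 of the 15 genes passed, all but GLS2 and IGFBP5, and without the filter on low TPM, applied here after seeing the data, 9 of the 15 passed, and 14 at an unadjusted p under 0.05.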

**Fig. 4:**
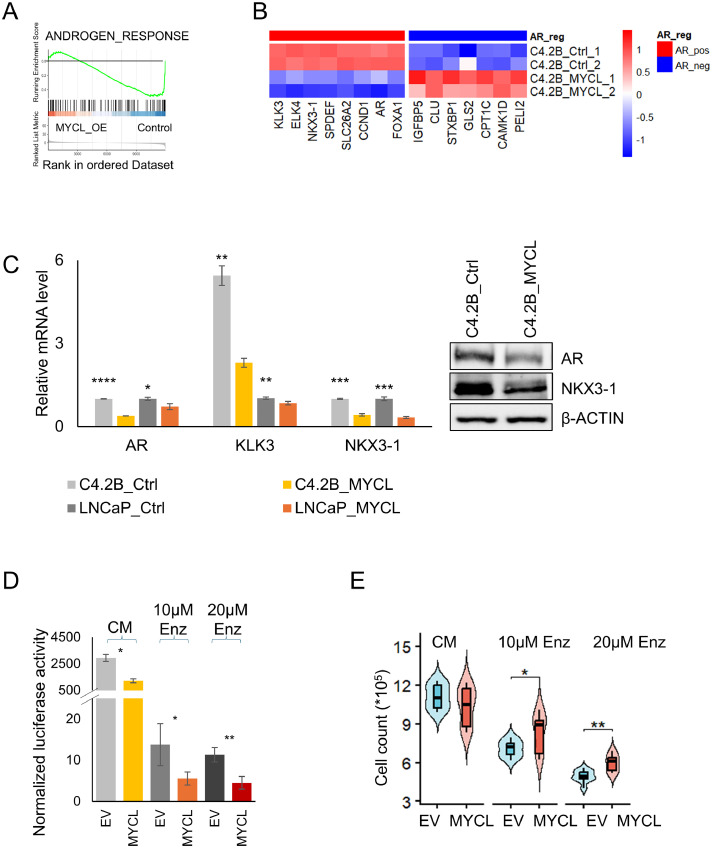
MYCL suppresses androgen receptor signaling and promotes resistance to AR pathway inhibition (A) Gene set enrichment analysis demonstrating significant negative enrichment of the HALLMARK_ANDROGEN_RESPONSE pathway in MYCL-overexpressing C4-2B cells compared with control cells (FDR = 3.45 × 10⁻⁵), indicating suppression of androgen receptor signaling following MYCL expression. (B) AR-regulated transcriptional program. Heatmap showing log₂(TPM + 1) expression of canonical AR target genes in control and MYCL-overexpressing cells. Genes are categorized as positively regulated (AR_pos) or negatively regulated (AR_neg) AR targets. Differentially expressed genes were filtered using thresholds of |log₂FC| ≥ 0.25 and FDR < 0.05. MYCL overexpression results in global attenuation of AR signaling together with upregulation of genes typically induced following androgen deprivation therapy. (C) Molecular validation of AR signaling suppression. RT-qPCR analysis demonstrates reduced expression of AR target genes (AR, KLK3, and NKX3-1) in MYCL-overexpressing cells relative to controls. Immunoblot analysis confirms decreased AR and NKX3-1 protein levels, with β-ACTIN used as a loading control. (D) AR transcriptional activity assay. Luciferase reporter analysis measuring normalized AR transcriptional activity in empty vector (EV) and MYCL-expressing C4-2B cells cultured in control medium (CM) or treated with enzalutamide (ENZ; 10 µM and 20 µM). MYCL expression significantly reduces AR transcriptional activity under basal conditions and further suppresses AR-driven reporter activity following pharmacologic AR inhibition. (E) Cell proliferation under androgen pathway inhibition after 6 days of treatment. Violin-box plots show cell counts of control and MYCL-overexpressing C4-2B cells cultured in CM or treated with increasing concentrations of enzalutamide (10 µM and 20 µM) for 6 days. Although MYCL-expressing cells display reduced basal proliferation, they show relatively less reduction in cell numbers following enzalutamide treatment compared with control cells, consistent with decreased dependence on AR signaling.

RT-qPCR analysis confirmed reduced expression of AR and canonical AR target genes, including KLK3, as well as luminal epithelial differentiation marker NKX3-1. Corresponding reductions in AR and NKX3-1 protein levels were validated by immunoblot analysis (Fig. 4C).

Functional assessment using an AR-responsive luciferase reporter assay demonstrated significantly reduced AR transcriptional activity in MYCL-overexpressing cells under basal conditions as well as following pharmacologic AR inhibition with enzalutamide (Fig. 4D, Supplementary Fig. 4C). Consistent with diminished reliance on AR signaling, MYCL-overexpressing cells displayed modestly reduced proliferation under control conditions but exhibited significantly improved proliferative capacity relative to control cells at increasing concentrations of enzalutamide (Fig. 4E).

Together, these findings indicate that MYCL overexpression alone is sufficient to suppress AR-driven luminal transcriptional programs and promote a transition toward AR-independent growth states, thereby reducing cellular sensitivity to AR pathway inhibition.

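A luminal prostate list of 23 genes, of which 22 were tested in C4-2B cells, had a median log2 fold change of −0.26 after MYCL overexpression. Of its genes, 7 were called lower and 1 higher, and its adjusted p was 0.00448 from fgsea and 0.00392 from fry. Without the genes it shares with another list, such as the androgen response list, its adjusted p was 0.246 from fgsea, the largest over its alternatives, which began at 5.59e-04 in camera with a preset correlation. The luciferase reporter and growth assays were not analysed here.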

### MYCL is required to maintain neuroendocrine lineage identity in NEPC cells

To directly test whether MYCL sustains NE lineage programs, MYCL was depleted in the NEPC cell line NCI-H660. Efficient knockdown of MYCL was confirmed at both the mRNA and protein levels (Fig. 5A). Global transcriptomic profiling revealed widespread gene-expression reprogramming following MYCL loss. 

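RNA was sequenced from NCI-H660 cells, a neuroendocrine prostate cancer line, that expressed a control shRNA (shCtrl) or shRNA against MYCL (shMYCL). There were 2 libraries per condition, prepared like those of the C4-2B cells. The vector behind these libraries is described in different ways: the deposited series text speaks of adenoviral knockdown, the sample descriptions of cells collected once knockdown was stable, and the paper's methods of a transient adenoviral and a stable lentiviral vector, placing adenoviral knockdown of MYCL in NCI-H660 cells. The shCtrl libraries held 16998880 and 18362950 counts and the shMYCL libraries 15177071 and 15832246. The 10 most abundant genes took between 4.32% and 4.78% of the counts of a library. The deposited values, normalization and test were those of the C4-2B comparison, fitted to these 4 libraries alone, over 16980 genes that passed the filter on low counts. The biological coefficient of variation was 0.097. MYCL had 1863 and 1602 counts in the shCtrl libraries and 165 and 198 in the shMYCL libraries. Its normalized level fell from 98.3 ± 16.4 to 11.8 ± 1.26 CPM (SD, n = 2 each), a log2 fold change of −3.06 (standard error 0.15, adjusted p = 4.29e-09 from edgeR's quasi-likelihood test). With each library left out in turn, it stayed between −3.22 and −2.87.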

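Of the 16980 genes tested in NCI-H660 cells, 2745 were differentially expressed after MYCL knockdown, 1219 higher and 1526 lower. DESeq2's Wald test called 2060 genes, of which 2048 were among these 2745. The count depended most on the filter for TPM values: limma on log2(TPM + 1) called 1702 genes among those with a TPM of at least 1 in 2 libraries, and 1 gene without that filter.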

Gene set enrichment analysis of Hallmark pathways demonstrated enrichment of MYC target gene programs and apical junction pathways upon MYCL depletion, accompanied by reduced enrichment of mTORC1 signaling, glycolysis, and hypoxia pathways (Fig. 5B), indicating attenuation of metabolic and stress-adaptive transcriptional programs characteristic of NEPC cells.

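The same 16 gene lists were tested in NCI-H660 cells, and 7 passed an adjusted p of 0.05 in fgsea, 2 toward higher and 5 toward lower expression after MYCL knockdown. The hypoxia list (55 genes tested) had a median log2 fold change of −0.93, with 34 genes called lower and an adjusted p of 5.58e-24 from fgsea. The MYC target list (82 genes tested) had a median of 0.18, with 5 genes called higher and an adjusted p of 1.23e-07 from fgsea. The glycolysis list (36 genes tested) had a median of −0.06 and an adjusted p of 8.58e-04 from fgsea, and the mTORC1 list (48 genes tested) a median of −0.12 and an adjusted p of 2.01e-04 from fgsea. Both medians changed sign without NCI-H660 shCtrl replicate 2, to 0.06 for glycolysis and 0.04 for mTORC1. The glycolysis median was −0.10 without shCtrl replicate 1, −0.03 without shMYCL replicate 1 and −0.12 without shMYCL replicate 2, and the mTORC1 median was −0.20 without shCtrl replicate 1 and −0.08 without shMYCL replicate 1. Without the genes shared between lists, the adjusted p was 0.581 for glycolysis and 0.488 for mTORC1 from fgsea. Over all alternatives in fgsea, camera and fry, the adjusted p ran from 2.6e-04 to 0.581 for glycolysis and from 1.93e-05 to 0.566 for mTORC1. The unfolded protein response list fell, with a median of −0.38 (fgsea adjusted p = 1.47e-05), or −0.25 without NCI-H660 shCtrl replicate 2. The apical junction list (36 genes tested) did not pass, with a median of 0.11 and an adjusted p of 0.119 from fgsea, and its median was 0.03 without NCI-H660 shCtrl replicate 1. The NF-kB and immediate early list had a median of 0.04 (fgsea adjusted p = 0.534), which was −0.14 without NCI-H660 shCtrl replicate 1 and 0.16 without shCtrl replicate 2. The mesenchymal list had a median of 0.10 (fgsea adjusted p = 0.534), or −0.13 and 0.22 without shCtrl replicates 1 and 2 in turn and 0.06 without shMYCL replicate 1. The p53 target list had a median of −0.08 (fgsea adjusted p = 0.221) and the interferon list of −0.18 (fgsea adjusted p = 0.378), or −0.08 without NCI-H660 shMYCL replicate 1. The p53 median was −0.13 without NCI-H660 shMYCL replicate 2. The other list tests differed. Camera with a preset correlation of 0.01 passed 7 of the 16 lists, while fry and camera with an estimated correlation passed 0 after adjustment. In fry, adjusted p-values ran from 0.0865 to 0.874 and 6 lists had an unadjusted p under 0.05. In camera with an estimated correlation they ran from 0.428 to 0.961, and 0 lists had an unadjusted p under 0.05.

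**Figure D3:**
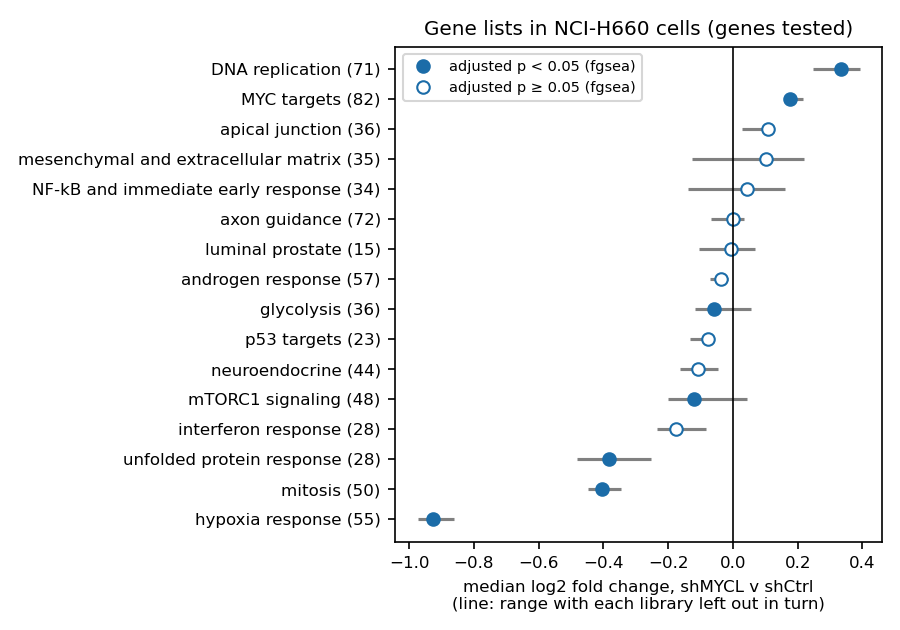
Median log2 fold change of each gene list in shMYCL against shCtrl NCI-H660 cells (x axis), with the number of genes tested in brackets. Filled points passed an adjusted p of 0.05 in fgsea, open points did not, and lines span the medians with each of the 4 libraries left out in turn; hypoxia at −0.93 and DNA replication at 0.33 lie at the ends.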

**Fig. 5:**
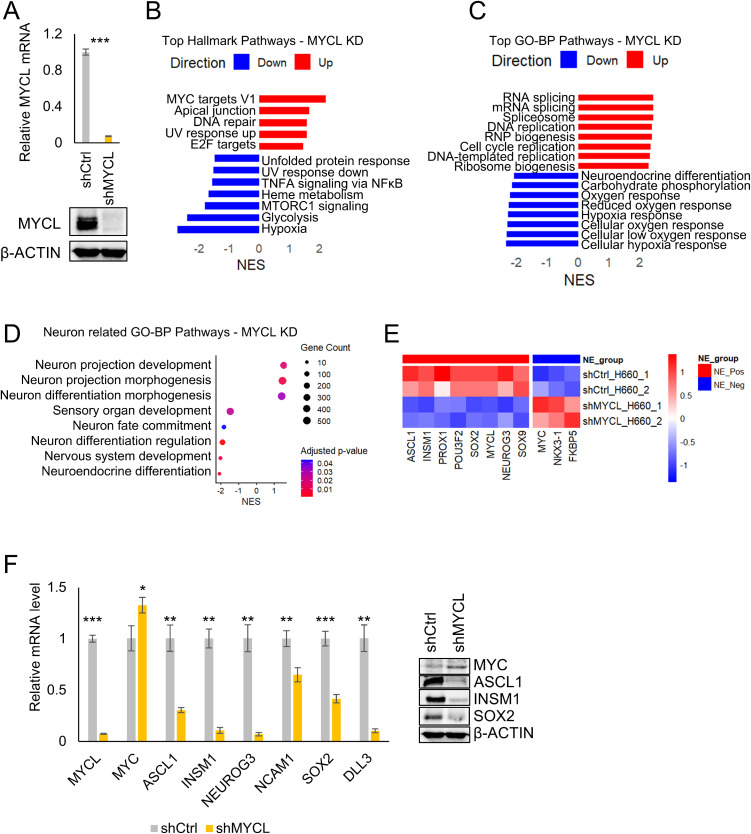
MYCL is required to maintain neuroendocrine lineage identity in NEPC cells (A) Validation of MYCL knockdown in NCI-H660 cells. Relative MYCL mRNA expression measured by RT-qPCR confirms efficient MYCL depletion compared with Control (shCtrl). Immunoblot analysis further verifies reduced MYCL protein expression, with β-ACTIN serving as a loading control. (B) Hallmark pathway enrichment analysis following MYCL knockdown. GSEA of MSigDB Hallmark pathways in MYCL-depleted cells versus controls (FDR < 0.05). Positively enriched pathways include MYC targets, DNA repair, and G2/M checkpoint, whereas negatively enriched pathways include hypoxia, glycolysis, mTORC1 signaling, and inflammatory signaling. (C) Gene Ontology Biological Process enrichment analysis following MYCL depletion (FDR < 0.05). Upregulated pathways are associated with RNA processing, DNA replication, and chromosomal organization, whereas downregulated pathways involve stress adaptation and metabolic processes. (D) Neuron-related GO Biological Process enrichment analysis following MYCL knockdown. Neuron-associated pathways were filtered (FDR < 0.05) and reduced by semantic similarity clustering (similarity cutoff = 0.7). Dot size represents gene count and color indicates adjusted P value. MYCL depletion reduces enrichment of pathways linked to neuron differentiation, nervous system development, and neuroendocrine cell differentiation, with relative enrichment of neuron projection and cellular morphogenesis programs. (E) Heatmap showing differential expression of neuroendocrine lineage markers and adenocarcinoma-associated genes displayed as log₂(TPM + 1). Genes were filtered using thresholds of |log₂FC| ≥ 0.5 and FDR < 0.05. MYCL depletion results in coordinated downregulation of neuroendocrine regulators (ASCL1, INSM1, POU3F2/BRN2, SOX2, NEUROG3) and increased expression of epithelial and AR-associated genes (NKX3-1, FKBP5, and MYC), consistent with loss of neuroendocrine identity and partial reactivation of adenocarcinoma-like transcriptional programs. (F) Molecular validation of lineage reprogramming. RT-qPCR analysis confirms reduced expression of neuroendocrine markers (ASCL1, INSM1, NEUROG3, NCAM1, SOX2, and DLL3) following MYCL knockdown, accompanied by increased MYC expression. Immunoblot analysis validates corresponding protein-level changes.

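The DNA replication list (71 genes tested) was higher after MYCL knockdown in NCI-H660 cells, with a median log2 fold change of 0.33, 17 genes called higher and an adjusted p of 4.79e-15 from fgsea. With each library left out in turn, its median stayed between 0.25 and 0.39. The mitosis list (50 genes) moved the other way, with a median of −0.40, 19 genes called lower, 1 called higher and an adjusted p of 1.38e-09 from fgsea. Its median stayed between −0.45 and −0.35 with each library left out in turn. In fry, both lists had an adjusted p of 0.0865. Over the alternatives in fgsea, camera and fry, the adjusted p ran from 3.7e-16 to 0.428 for DNA replication and from 3.68e-14 to 0.428 for mitosis.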

Consistent with this shift, Gene Ontology analysis revealed significant downregulation of biological processes associated with neuronal fate commitment and NE differentiation, together with relative enrichment of DNA replication and cell-cycle associated programs (Fig. 5C), suggesting partial reactivation of proliferative adenocarcinoma-like transcriptional states. Semantic similarity-reduced pathway analysis further demonstrated loss of mature neuronal and NE differentiation signatures, whereas pathways linked to cellular morphogenesis and structural remodeling remained relatively enriched (Fig. 5D), indicating disruption of stabilized NE lineage programs rather than generalized neuronal activation.

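Of the 49 genes in the neuroendocrine list, 44 were tested in NCI-H660 cells. Their median log2 fold change after MYCL knockdown was −0.11, with 8 genes called lower and 4 higher, and the list did not pass in fgsea (adjusted p = 0.129). The smallest adjusted p over its alternatives was 0.0995, from fry, the largest was 0.566, from camera, and the median was −0.05 without NCI-H660 shCtrl replicate 2 and −0.07 without shMYCL replicate 1. The axon guidance list (72 of 84 genes tested) had 12 genes called higher and 10 lower, and an adjusted p of 0.534 from fgsea. Its median was 0.0, and it was −0.03 and 0.01 without shCtrl replicates 1 and 2 in turn, and −0.07 and 0.03 without shMYCL replicates 1 and 2.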

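The heatmap of Fig. 5E shows 11 genes selected on the NCI-H660 libraries, 8 lower and 3 higher after MYCL knockdown. All 11 changed in that direction and passed its threshold, an absolute log2 fold change of at least 0.5. This held both over all genes tested and adjusted over the list alone. Neither count is independent evidence, because the genes were chosen on these samples. INSM1 (ENSG00000173404.5, chromosome 20) fell from 58.1 ± 0.558 to 37.1 ± 2.15 normalized CPM (SD, n = 2 each), a log2 fold change of −0.65 (standard error 0.11, adjusted p = 7.72e-04 from edgeR's quasi-likelihood test). SOX2 (ENSG00000181449.4, chromosome 3) had a log2 fold change of −1.04 (standard error 0.11, adjusted p = 8.71e-06 from edgeR's quasi-likelihood test), POU3F2 of −0.88 (standard error 0.12), SOX9 of −1.31 (standard error 0.23) and NEUROG3 of −1.75 (standard error 0.34). PROX1 lay close to the threshold, with a log2 fold change of −0.51 (standard error 0.13, adjusted p = 0.0091 from edgeR's quasi-likelihood test). Its change was −0.34 without NCI-H660 shCtrl replicate 1 and −0.43 without NCI-H660 shMYCL replicate 2, and on log2(TPM + 1) it did not pass (adjusted p = 0.123 from limma's moderated test, in a range of 0.000764 to 0.124 over its alternatives). On log2(TPM + 1) without the filter on low TPM, applied to the heatmap genes after seeing the data, 0 of the 11 genes passed, and 10 at an unadjusted p under 0.05. MYC rose from 16.1 ± 3.25 to 27.8 ± 3.98 CPM (SD, n = 2 each), a log2 fold change of 0.78 (standard error 0.16, adjusted p = 0.00198 from edgeR's quasi-likelihood test), which stayed between 0.60 and 1.01 with each library left out in turn. FKBP5 (ENSG00000096060.16, chromosome 6) had a log2 fold change of 0.56 (standard error 0.10, adjusted p = 0.00101 from edgeR's quasi-likelihood test).

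**Figure D4:**
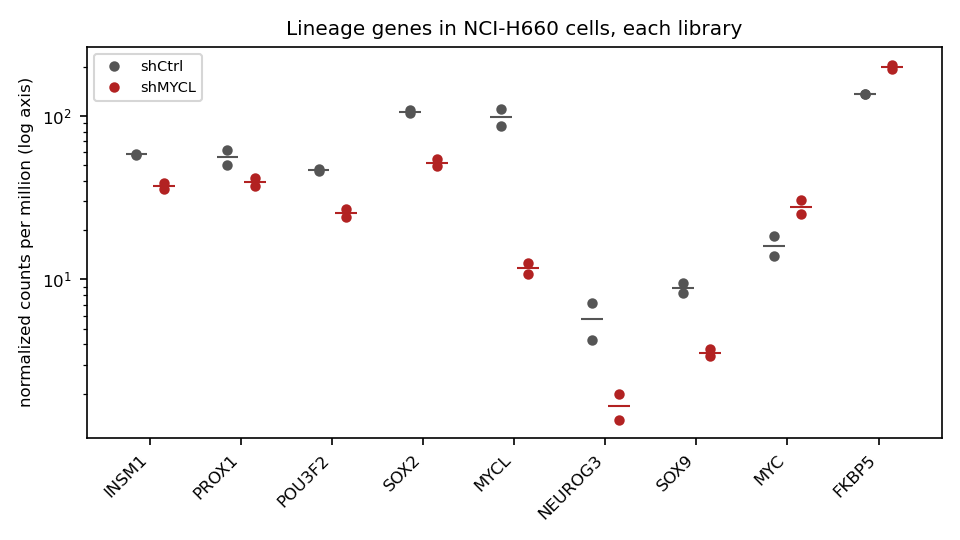
Normalized CPM (y axis, log scale) of 9 genes of Fig. 5E in each NCI-H660 library, with 2 shCtrl and 2 shMYCL points per gene and a short line at each mean. INSM1 falls from a mean of 58.1 to 37.1 and MYC rises from 16.1 to 27.8.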

Heatmap analysis confirmed coordinated downregulation of canonical NE lineage regulators following MYCL depletion, accompanied by re-expression of epithelial and adenocarcinoma-associated genes, including NKX3-1, FKBP5, and MYC, which are typically suppressed in NEPC (Fig. 5E). These transcriptional changes were validated by RT-qPCR and immunoblot analyses, demonstrating increased expression of MYC and reduced expression of key NEPC regulators ASCL1, INSM1, NEUROG3, NCAM1, SOX2, and DLL3 upon MYCL knockdown (Fig. 5F). Similar results were obtained using an independent MYCL-targeting construct.

Collectively, these findings establish MYCL as a critical lineage-maintenance factor required to preserve NE identity and prevent transcriptional reversion toward an adenocarcinoma-like state in NEPC cells.

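After MYCL knockdown in NCI-H660 cells, the androgen response list (57 of 69 genes tested) had 7 genes called higher and 10 lower, a median log2 fold change of −0.04 and an adjusted p of 0.16 from fgsea. Its median was −0.06 and −0.02 without shCtrl replicates 1 and 2 in turn, and −0.07 without shMYCL replicate 2. The luminal prostate list (15 of 23 genes tested) had 2 genes called higher and 3 lower, and an adjusted p of 0.378 from fgsea. Its median was −0.11 and 0.07 without shCtrl replicates 1 and 2 in turn, and −0.07 and −0.04 without shMYCL replicates 1 and 2. From the lower neuroendocrine regulators and higher genes such as FKBP5 and MYC, the paper concludes that MYCL is needed to maintain neuroendocrine identity in these cells.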

### Epigenetic and transcriptional mechanisms regulate MYCL expression in neuroendocrine prostate cancer

To determine whether elevated MYCL expression in NEPC is driven by genomic alterations, copy-number data from the Beltran cohort and PCa cell line datasets from the CCLE were analyzed. No MYCL amplification was detected in NEPC samples, indicating that MYCL overexpression is not associated with copy-number variation and instead likely arises through transcriptional regulation (Supplementary Fig. 5A, B). Similarly, although MYC amplification was observed in NCI-H660 cells, MYC mRNA expression remained relatively low, further suggesting that MYC family gene expression is not solely determined by copy-number status but is influenced by transcriptional regulation (Supplementary Fig. 5B).

To investigate potential epigenetic regulation, CCLE reduced representation bisulfite sequencing (RRBS) data were analyzed to assess CpG methylation at transcription start site (TSS) clusters across PCa cell lines. The TSS regions of both MYCL and MYC were consistently hypomethylated, suggesting a transcriptionally permissive epigenetic state (Fig. 6A). In contrast, the MYCN promoter displayed predominant hypermethylation, with the exception of 22Rv1 cells, consistent with epigenetic repression. These findings demonstrate differential methylation-based regulation among MYC family members and suggest that the MYCL locus remains broadly accessible for transcription across PCa subtypes.

**Fig. 6:**
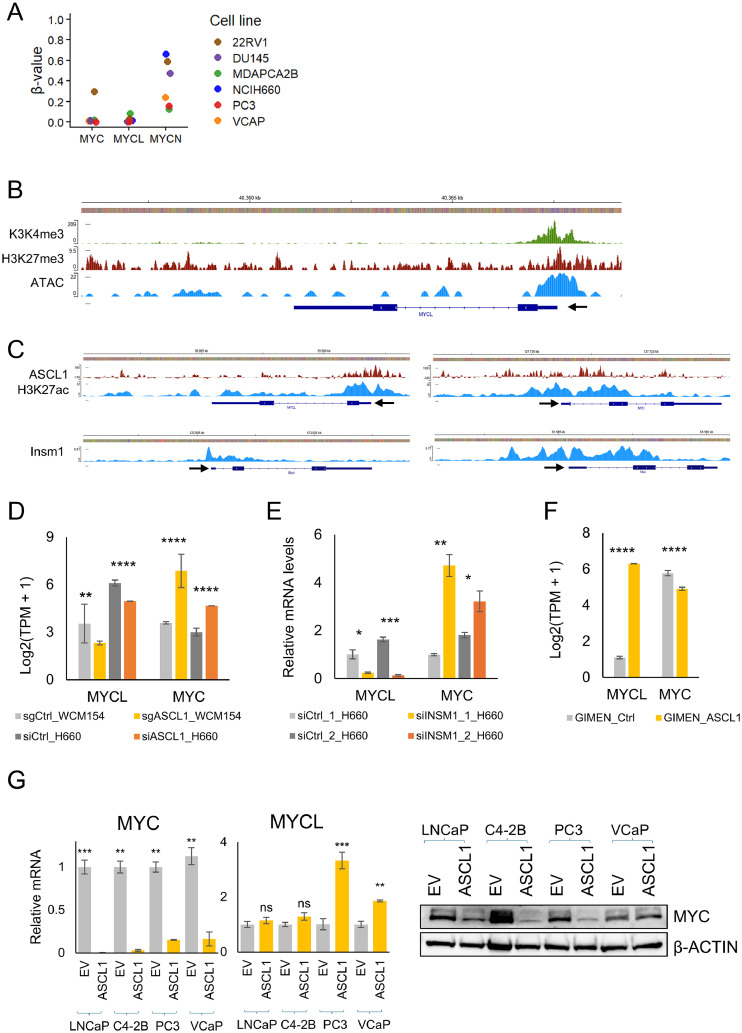
Epigenetic and transcriptional regulation of MYCL within neuroendocrine lineage programs (A) CCLE RRBS analysis of CpG methylation at transcription start site (TSS) clusters across prostate cancer cell lines showing hypomethylation of the MYCL and MYC promoters and hypermethylation of MYCN, indicating differential epigenetic regulation among MYC family genes. β-value plots display DNA methylation levels at MYC, MYCL, and MYCN loci across prostate cancer cell lines (22Rv1, DU145, MDAPCa2B, NCI-H660, PC3, and VCaP). (B) ChIP-seq and ATAC-seq profiles showing chromatin accessibility and histone modifications at the MYCL locus in LNCaP cells (hg38). Co-enrichment of activating H3K4me3 and repressive H3K27me3 marks indicates a bivalent, poised chromatin state, while ATAC-seq signal highlights open chromatin regions permissive for transcriptional activation. (C) Genome browser tracks showing ASCL1 binding at the MYCL and MYC promoter regions together with H3K27ac enrichment in NCI-H660 cells (hg19). INSM1 binding at MYCL and MYC loci in mouse pancreatic β cells (mm10), where both genes are expressed, supports potential transcriptional regulation by neuroendocrine lineage transcription factors. (D) Expression analysis of MYCL and MYC following ASCL1 knockdown in NEPC patient-derived organoids (WCM154) and NCI-H660 cells, showing reduced MYCL expression accompanied by reciprocal changes in MYC. (E) RT-qPCR analysis in NCI-H660 cells demonstrating decreased MYCL and increased MYC expression following INSM1 knockdown, suggesting a reciprocal regulatory relationship between MYCL and MYC. (F) Expression of MYCL and MYC in neuroblastoma-derived GIMEN cells demonstrating induction of MYCL and suppression of MYC following ASCL1 overexpression. (G) RT-qPCR and immunoblot analysis of LNCaP, C4-2B, PC3 and VCaP cells infected with control (EV), ASCL1 adenoviruses showing suppression of MYC following ASCL1 overexpression, suggesting that neuroendocrine lineage transcription factors are associated with repression of MYC in adenocarcinoma cells.

To further evaluate chromatin accessibility, publicly available ATAC-seq and ChIP-seq datasets from LNCaP cells were examined. The MYCL promoter exhibited open chromatin together with a bivalent chromatin configuration, marked by the co-occurrence of activating H3K4me3 and repressive H3K27me3 histone modifications (Fig. 6B). Such bivalent chromatin states are characteristic of lineage-regulatory genes poised for activation during cellular plasticity, suggesting that MYCL is epigenetically primed for transcriptional activation during NE differentiation.

MYCL expression strongly correlated with the NE transcription factors ASCL1 and INSM1 (Supplementary Figs. 2 and 3). ChIP-seq analysis further revealed ASCL1 binding at the MYCL promoter in NEPC cells (NCI-H660), as well as INSM1 binding at the MYCL locus in mouse pancreatic β cells-an endocrine lineage in which MYCL and INSM1 are co-expressed-supporting conserved transcriptional regulation (Fig. 6C). Notably, both ASCL1 and INSM1 also occupied the MYC locus, suggesting coordinated and reciprocal regulation of MYCL and MYC by NE lineage-defining transcription factors. Functional validation in NEPC patient-derived organoids (WCM154) and NCI-H660 cells demonstrated that knockdown of ASCL1 or INSM1 reduced MYCL expression while concomitantly increasing MYC expression (Fig. 6D, E), indicating opposing regulation of MYC family members within the NE transcriptional network.

To determine whether this transcriptional program extends beyond PCa, RNA-seq datasets from other NE tumor models were analyzed. ASCL1 overexpression in neuroblastoma-derived GI-ME-N cells increased MYCL expression and suppressed MYC levels (Fig. 6F), supporting the existence of a conserved regulatory axis operating in NE tumor contexts. Consistent with this, analysis of lung cancer cell lines showed that MYCL expression was significantly elevated in small-cell lung cancer (SCLC) compared with non-small cell lung cancer (NSCLC), in line with its association with NE lineage identity (Supplementary Fig. 6A). MYCL expression also positively correlated with NE markers and inversely correlated with MYC expression (Supplementary Fig. 6B, C). Moreover, RNA-seq analysis following ASCL1 knockdown in SCLC cell lines (NCI-H2107, NCI-H209, and DMS53) demonstrated significant downregulation of MYCL expression (Supplementary Fig. 6D).

Overexpression of ASCL1 suppressed MYC in all AdPC models tested but did not consistently induce MYCL expression. It failed to upregulate MYCL in LNCaP or C4-2B cells (Fig. 6G; Supplementary Fig. 7). In contrast, MYCL mRNA induction was observed in the more aggressive PC3 and VCaP models, suggesting that additional regulatory mechanisms are required for MYCL activation.

Collectively, these findings demonstrate that elevated MYCL expression in NEPC is not driven by genomic amplification but instead arises from a permissive epigenetic landscape and is linked to neuroendocrine lineage transcriptional programs associated with ASCL1 and INSM1. The reciprocal regulation of MYCL and MYC suggests the existence of a MYC family regulatory switch that promotes and stabilizes neuroendocrine lineage identity across multiple cancer contexts.

## Discussion

NEPC represents a highly aggressive and therapy-resistant subtype of PCa that most commonly arises through lineage plasticity from prostate adenocarcinoma under selective pressure imposed by AR pathway inhibitors [3,13]. Unlike classical tumor progression driven primarily by the accumulation of new oncogenic mutations, this transdifferentiation process is largely governed by epigenetic remodeling and reprogramming of transcriptional networks [14,15]. A defining hallmark of NEPC is the loss of AR signaling accompanied by activation of NE lineage programs orchestrated by master transcription factors such as ASCL1 and INSM1 [16,17]. However, the transcriptional effectors that contribute to the establishment and maintenance of the NE state remain incompletely understood.

Here, we identify MYCL as a previously underappreciated, lineage-restricted member of the MYC family that is selectively upregulated in NEPC and contributes to the establishment and maintenance of NE lineage identity. In contrast to MYC, which is commonly elevated in AdPC and closely associated with AR-dependent proliferative signaling [[18], [19], [20]]. MYCL expression is markedly enriched in NEPC and shows strong concordance with canonical NE markers across multiple patient cohorts, patient-derived models, and experimental systems. This divergent expression pattern suggests a functional reassignment of MYC family dependency during lineage plasticity.

Our findings support a model in which MYCL functions as an effector of the NE lineage program operating within a permissive epigenetic environment and contributing to suppression of AR signaling. The MYCL locus exhibits features of transcriptional accessibility and a poised chromatin configuration that may facilitate activation in NE contexts by lineage transcription factors, accompanied by reduced MYC expression. Importantly, MYCL regulation occurs independently of genomic amplification, indicating that transcriptional and epigenetic mechanisms-rather than genetic alterations-primarily drive its activation in NEPC. These observations position MYCL not merely as a marker of NE differentiation but as a lineage-stabilizing transcriptional amplifier that reinforces NEPC gene expression programs while opposing AR-driven transcriptional states. Collectively, these findings support a model of a MYC family regulatory switch during lineage plasticity, in which MYCL replaces MYC to sustain NE lineage identity.

### A lineage-associated MYC family switch in prostate cancer progression

MYC family oncogenes have long been implicated in PCa pathogenesis [18]; however, their lineage-specific deployment during disease progression has remained poorly defined. MYC amplification and overexpression are hallmarks of AdPC, where MYC drives proliferation, metabolic reprogramming, and AR signaling output [6,7]. In contrast, MYCN amplification has been reported in a subset of NEPC cases [8], where it cooperates with AKT signaling and epigenetic regulators such as EZH2 to suppress AR activity and promote NE features [9,10].

Our data reveal a distinct and complementary paradigm in which MYCL is selectively and robustly upregulated in NEPC, while MYC is concurrently suppressed and MYCN remains low at the transcript level in patient samples and at both transcript and protein levels in the experimental models examined. This reciprocal MYCL-MYC expression pattern is consistently observed across multiple patient cohorts, bulk and single-cell transcriptomic datasets, patient-derived xenografts, and PCa cell line models. Notably, MYCL expression is detectable not only in NEPC cells but also in AR-high adenocarcinoma subpopulations, suggesting that MYCL activation may precede or accompany early lineage transitions rather than representing a late consequence of fully established NE differentiation. These findings support a model in which PCa progression involves a dynamic reconfiguration of MYC family usage that closely tracks lineage identity and transcriptional state.

Functionally, this MYC family switch reflects divergent transcriptional programs associated with epithelial-luminal versus NE lineages. MYC is highly expressed in AdPC and castration-resistant PCa but is strongly repressed in NEPC. In contrast, MYCL is markedly upregulated in NEPC and correlates inversely with MYC expression and luminal epithelial genes such as NKX3-1 and KLK3, while showing strong concordance with canonical NEPC markers. Importantly, a similar MYCL-associated transcriptional axis has been described in small-cell lung cancer, where MYCL expression aligns with ASCL1-driven NE subtypes [21,22], suggesting that MYCL-associated programs may represent a conserved regulatory mechanism across NE malignancies.

### MYCL as a driver of cytoskeletal remodeling and neuroendocrine plasticity

Unlike MYC, whose oncogenic activity is tightly coupled to cell-cycle progression and proliferative output [5], MYCL overexpression in PCa cells exerted minimal effects on overall growth rates. Instead, MYCL markedly reduced cell adhesion and induced transcriptional changes in genes associated with cytoskeletal regulation. Coordinated downregulation of integrin components, together with altered expression of cell-cycle regulators, was accompanied by changes in components of the Rho-Rac GTPase signaling, Ephrin-EPH pathways, and mesenchymal markers, suggesting a role for MYCL in regulating cell-cell and cell-matrix interactions and cellular architecture. Consistently, MYCL knockdown in NEPC models also altered pathways associated with morphogenesis and cytoskeletal organization. These phenotypic and transcriptional changes are notable given emerging evidence that disruption of extracellular matrix-integrin signaling and cell adhesion can promote NE lineage plasticity in PCa [23]. In NEPC, cells characteristically adopt rounded morphologies and exhibit reduced substrate attachment. Our data suggest that MYCL contributes to these traits by reprogramming adhesion and cytoskeleton-related gene networks, thereby promoting lineage flexibility and facilitating adaptation to androgen receptor-depleted environments.

### MYCL suppresses AR signaling and MYC-dependent transcriptional programs

A defining feature of NEPC is the loss of AR signaling and luminal epithelial identity [8]. We demonstrate that MYCL overexpression is sufficient to suppress AR transcriptional output, downregulate canonical AR target genes, and attenuate AR-driven reporter activity. Consistent with this transcriptional rewiring, MYCL-expressing cells exhibit increased tolerance to AR pathway inhibition, supporting a functional shift toward AR-independent survival strategies.

Concomitant with AR suppression, MYCL induces broad repression of MYC-dependent transcriptional programs and reduces MYC expression at both the mRNA and protein levels. This finding reveals a functional antagonism between MYCL and MYC that extends beyond correlative lineage association. Rather than acting redundantly, MYCL appears to actively displace MYC-driven programs linked to proliferation, cell-cycle progression, and genome maintenance, while favoring differentiation-associated, neuronal, and stress-adaptive transcriptional states. This functional divergence provides a mechanistic basis for the MYC family switch observed during NE transdifferentiation.

Notably, a similar division of labor among MYC family members has been described in small-cell lung cancer, where MYCL promotes neuronal-like transcriptional programs but is insufficient on its own to fully establish ASCL1-positive NE lineage identity [21]. In that context, replacement of MYC with MYCL shifts the transcriptional landscape toward NE gene expression, particularly when MYC activity is diminished, and is accompanied by reconfiguration of chromatin accessibility at neuronal regulatory elements [21]. Together, these observations highlight a context-dependent role for MYCL, distinct from canonical MYC, in suppressing proliferative, lineage-incompatible programs while reinforcing NE identity.

### MYCL is required to maintain neuroendocrine lineage identity

Loss-of-function studies in the NEPC cell line NCI-H660 demonstrate that MYCL is not only sufficient to induce NE-like programs but is also required to maintain them. MYCL depletion resulted in coordinated downregulation of canonical NEPC markers, including ASCL1, INSM1, POU3F2, NEUROG3, SOX2, and DLL3, alongside reactivation of epithelial and adenocarcinoma-associated genes such as NKX3-1, FKBP5, and MYC. This transcriptional reversion was accompanied by reactivation of DNA replication and proliferation-associated programs, suggesting that MYCL actively enforces a differentiated, AR-independent NE state.

Notably, MYCL knockdown did not simply abolish neuronal gene expression but instead disrupted mature NE lineage programs while disturbing morphogenesis-related pathways. This distinction highlights MYCL’s role in stabilizing lineage identity, consistent with its function as a lineage maintenance factor.

### Epigenetic regulation of MYCL

A key insight from this study is that activation of MYCL in NEPC is not driven by genomic amplification. In contrast to MYC, which is frequently upregulated through copy-number gain in AdPC [7], the MYCL locus resides within an epigenetically permissive chromatin landscape characterized by promoter hypomethylation and bivalent chromatin features. Such chromatin configurations are commonly observed at lineage-specifying genes in developmental systems, where they enable rapid transcriptional activation during cellular differentiation and lineage reprogramming [24]. This epigenetic priming may facilitate inducible MYCL activation during transition toward the NE state.

Our data further implicate ASCL1 and INSM1, core NE lineage transcription factors, as regulators associated with MYCL expression. ChIP-seq analyses demonstrate binding of both ASCL1 and INSM1 at the MYCL locus, while functional perturbation experiments across prostate and lung NE cancer models show that depletion of either factor reduces MYCL expression and is accompanied by reciprocal upregulation of MYC. Conversely, perturbation of MYCL also alters ASCL1 and INSM1 expression levels, suggesting the presence of a reinforcing regulatory relationship rather than a strictly linear transcriptional hierarchy. Although additional mechanistic studies will be required to determine whether ASCL1 and INSM1 function as direct upstream regulators or components of a feedback network, these findings support the existence of an ASCL1-INSM1-associated transcriptional network linked to MYCL expression.

Within this framework, MYCL likely functions downstream of NE transcriptional programs to reinforce lineage-specific gene expression while antagonizing MYC-dependent adenocarcinoma-associated transcriptional states. Such reciprocal regulation provides a mechanistic basis for the MYC family switch observed during NE transdifferentiation, whereby MYCL replaces MYC as the dominant MYC paralog supporting lineage identity.

Importantly, this regulatory architecture appears conserved across NE malignancies. In small-cell lung cancer, MYCL expression is selectively enriched relative to non-small cell lung cancer and strongly associates with ASCL1-positive NE subtypes. Previous studies have demonstrated mutually exclusive amplification of MYC family members in SCLC and shown that MYC, MYCN, and MYCL drive distinct lineage-associated transcriptional programs [21]. In this context, MYCL preferentially supports neuronal and NE transcriptional programs, whereas MYC is linked to proliferative and metabolic gene networks.

Together, these findings support a model in which MYC-to-MYCL switching represents a conserved mechanism of NE reprogramming, enabling stabilization of lineage commitment across tumor types. The reciprocal regulatory interactions observed between MYCL and NE transcription factors further suggest the presence of a positive feedback circuit that reinforces and maintains NE identity once established.

### Biological and therapeutic implications

Although MYCL amplification is not a prominent feature in the Beltran NEPC cohort, prior studies have reported focal MYCL amplification in clinically localized prostate tumors [11]. These events were more frequent than MYC amplification and mutually exclusive with other MYC family amplifications. Importantly, MYCL expression remained low in these tumors, suggesting epigenetic silencing in AdPC, which is unlocked during lineage reprogramming.

Interestingly, MYCL has also been shown to promote iPSC reprogramming more efficiently than MYC and MYCN, without inducing tumor formation [25]. This separation of reprogramming capacity from oncogenic transformation supports the idea that MYCL functions as a lineage-specifying factor rather than a classical oncogene. In NEPC, its upregulation in NEPC may reflect its association with transcriptional rather than proliferative signatures.

Given the longstanding challenges associated with directly targeting MYC family proteins therapeutically, modulation of regulatory pathways associated with MYCL expression may represent a more feasible strategy. Transcription factors linked to NE lineage programs, including ASCL1 and INSM1, together with epigenetic mechanisms that maintain a permissive chromatin landscape, may therefore represent potential therapeutic entry points influencing MYCL expression. Consistent with this concept, MYCL silencing in small-cell lung cancer models has been shown to suppress tumor development [26], supporting the functional importance of MYCL and highlighting its potential vulnerability across NE malignancies.

## Conclusions

This study identifies MYCL as a lineage-associated regulator that drives and maintains NE lineage identity in PCa. In contrast to MYC, which predominates in adenocarcinoma and supports AR-dependent proliferative programs, MYCL is selectively upregulated in NEPC and coincides with suppression of both AR signaling and MYC-dependent transcriptional networks. Functional perturbation experiments demonstrate that MYCL promotes NE-like transcriptional reprogramming, remodels cytoskeletal and adhesion programs associated with cellular plasticity, and reduces dependence on AR signaling, whereas MYCL depletion disrupts NE lineage programs and restores adenocarcinoma-associated gene expression, including MYC. Mechanistically, MYCL activation and MYC suppression arise from a permissive epigenetic landscape together with transcriptional regulation by NE lineage factors such as ASCL1 and INSM1. Together, these findings define a MYC family regulatory switch in which MYCL replaces MYC to stabilize NE lineage programs during PCa progression.

## Methods

### Bioinformatic analysis

To investigate the expression of MYC family genes and NE markers across different PCa states, RNA-seq data from patient cohorts including Beltran and SU2C were obtained from cBioPortal [27,28]. The Labrecque mCRPC and LuCaP datasets were obtained from GSE126078 [29]. RNA-seq data from metastatic castration-resistant PCa cohorts generated by the West Coast Dream Team (WCDT) collaboration were obtained from the UCSF Quigley Laboratory data portal and analyzed as previously described [30] and the ProAtlas dataset was previously published by our laboratory [31]. Gene expression data from PCa cell lines were obtained from our laboratory-published CTPC dataset [32] and were included for comparative analysis of MYC family genes and NE markers. Single-cell RNA-seq plots were obtained from the Human Prostate Single Cell Atlas (HuPSA), which was generated using scRNA-seq data from multiple studies, including publicly available cohorts and datasets produced by our research team [31].

Violin-box plots were generated to visualize expression patterns of MYC family members across disease subtypes. Statistical differences between groups were assessed using a two-tailed Wilcoxon rank-sum test (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Heatmaps were generated to visualize expression patterns of NE markers, AdPC-enriched genes, and MYC family members. Scatter plots were used to assess correlations between MYC, MYCL, and NE marker expression across pathological subtypes. Normalized gene expression values were expressed as log₂(TPM + 1). Data visualization was performed using the ggplot2 package, and heatmaps were generated using the pheatmap R package.

For the Beltran cohort and cancer cell lines, copy-number variation and gene expression data for MYC family genes were obtained from cBioPortal. CCLE RRBS-derived promoter methylation β-values at transcription start site (TSS) clusters for MYC family genes were obtained from the CCLE dataset. Data were visualized in R using ggplot2 as jittered dot plots, with points colored by cell line. MYCL expression in NSCLC and SCLC cell lines was visualized using boxplots based on log₂(TPM + 1) values from CCLE datasets.

Epigenomic datasets were retrieved from GEO, including H3K27me3 and H3K4me3 ChIP-seq profiles in LNCaP cells from GSE148935 [33] and ATAC-seq data in LNCaP cells from GSE139099 [34], INSM1 ChIP-seq data in pancreatic β-cells were obtained from GSE54046 [35] and ASCL1 ChIP-seq data in H660 cells were retrieved from GSE183198 [16]. H3K27ac ChIP-seq data in H660 cells were downloaded from GSE224421 [16]. All downloaded BigWig files were visualized using the Integrative Genomics Viewer (IGV) [36]. Except for INSM1 (mm10) and H660 ASCL1 and H3K27ac datasets (hg38), all data were aligned to the hg19 genome build.

### RNA-seq analysis

Raw gene-level read counts were converted to TPM values by normalizing counts to gene length using Ensembl transcript annotations retrieved via biomaRt, followed by scaling to 1 × 10⁶. Gene expression values were visualized as log₂(TPM + 1) using the pheatmap R package. Differential expression analysis between control and MYCL knockdown or overexpression conditions was performed independently for each cell line using DESeq2 following low-count filtering. Statistical significance was determined using Benjamini–Hochberg adjusted *P* values (padj).

Hallmark and Gene Ontology Biological Process enrichment analyses were performed using the clusterProfiler R package. Gene set enrichment analysis (GSEA) was conducted using ranked DESeq2 test statistics, and pathways with a false discovery rate (FDR) < 0.05 were considered significantly enriched. Neuron-related GO Biological Process terms were identified through keyword-based filtering of significant pathways, and redundancy among neuron-associated terms was reduced using semantic similarity clustering implemented in GOSemSim with a similarity cutoff of 0.7 prior to visualization.

RNA-seq datasets for ASCL1 knockdown in the patient-derived organoid WCM154 and in NCI-H660, H2107, H209, and DMS53 cell lines were obtained from GEO GSE234819 [37], GSE183199 [16], GSE151000 [38], GSE129340 [39], GSE179071 [40]. RNA-seq data for ASCL1 overexpression in GI-ME-N neuroblastoma cells were obtained from GSE214796 [41].

RNA-seq data generated in this study, including MYCL overexpression in C4-2B cells and MYCL knockdown in NCI-H660 cells, are available in the GEO database under accession number GSE324984.

### Cell culture

PCa cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin at 37 °C in a humidified incubator with 5% CO₂. Cells were passaged upon reaching ∼80% confluency using 0.25% trypsin-EDTA and reseeded at 50% confluency for further experiments. HEK293 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS and 1% penicillin-streptomycin under the same incubation conditions.

### Plasmid constructs

The MYCL overexpression construct was generated using a lentiviral expression vector encoding human MYCL (NM_001033082.3) under the EF1A promoter (pLV[Exp]-Puro-EF1A>hMYCL/T2A/EGFP; VectorBuilder), which co-expresses EGFP via a T2A sequence. For MYCL knockdown, two independent RNA interference platforms comprising a total of four MYCL-targeting shRNA sequences were used to minimize sequence-specific off-target effects. An adenoviral triple miR30-based shRNA vector (pAV[3miR30]-CMV>NLS-TagBFP2; VectorBuilder) expressing three independent miR30-adapted shRNAs targeting MYCL was used for transient knockdown. A lentiviral shRNA construct targeting human MYCL (pLV[shRNA]-Puro-U6>hMYCL[shRNA#1]; VectorBuilder) was used to generate stable MYCL knockdown cells. INSM1 knockdown was performed using an adenoviral shRNA construct, and adenoviral vectors for INSM1 and ASCL1 overexpression were described previously [42,43].

### Lentiviral overexpression of MYCL

MYCL expression constructs were co-transfected with the ViraPower™ Lentiviral Packaging Mix into 293FT cells using PolyJet™ In Vitro DNA Transfection Reagent (SignaGen Laboratories) according to the manufacturer’s instructions. Lentiviral supernatants were collected and used to infect PCa cells. Transduced cells were selected with puromycin or enriched by fluorescence-based cell sorting three days post-infection.

### Adenoviral infection and gene perturbation

Recombinant adenovirus was generated by transfecting HEK293A cells at approximately 80% confluency with plasmid DNA using PolyJet™ In Vitro DNA Transfection Reagent, according to the manufacturer’s instructions. Upon the appearance of cytopathic effects, viral particles were harvested by three freeze-thaw cycles and amplified in HEK293A cells. After viral titer determination, target cells were infected at a multiplicity of infection (MOI) of 1 for 2 h. Knockdown or overexpression efficiency was assessed 72 h post-infection by RT-qPCR. Adenoviral knockdown of INSM1 and MYCL was carried out in NCI-H660 cells, while adenoviral overexpression of ASCL1 and INSM1 was performed in LNCap, C4-2B, PC3, and VCaP cells.

### RT-qPCR and Western blot analysis

Total RNA was isolated from cells using the Zymo RNA Isolation Kit according to the manufacturer’s instructions. Complementary DNA (cDNA) was synthesized using ABScript III Reverse Transcriptase (Abclonal). RT-qPCR was performed using SYBR Green chemistry with gene-specific primers following the two-step qPCR protocol recommended by the manufacturer. Cycle threshold (Ct) values were analyzed using the ΔΔCt method to determine relative gene expression levels. Statistical analysis of RT-qPCR data was performed using an unpaired two-tailed Student’s t-test applied to fold-change values to compare control and experimental groups. Statistical significance was defined as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

For Western blot analysis, cells were lysed in Laemmli SDS sample buffer and subjected to SDS-PAGE followed by immunoblotting using standard procedures. Primary antibodies used were β-actin (sc-47778; Santa Cruz Biotechnology), INSM1 (sc-271408; Santa Cruz Biotechnology), MYCL (#76266; Cell Signaling Technology), MYCN (#51705S; Cell Signaling Technology), MYC (#9402S; Cell Signaling Technology), SOX2 (#3728S; Cell Signaling Technology), ASCL1 (556604; BD Pharmingen), AR (#5153S; Cell Signaling Technology), and NKX3-1 (0314; Athena Enzyme Systems). All primary antibodies were used at a dilution of 1:1000. HRP-conjugated secondary antibodies were used for detection. Protein bands were visualized using Pierce™ ECL Western Blotting Substrate (Thermo Scientific) and imaged using the ChemiDoc™ Touch Imaging System (Bio-Rad).

### Cell proliferation and migration assays

Cell proliferation was assessed by manual cell counting and IncuCyte live-cell imaging. Control and MYCL-overexpressing cells were seeded at equal densities in four replicate wells and collected at days 2, 4, 5, and 6. Total and viable cells were quantified using trypan blue exclusion with an automated cell counter. Statistical significance was determined using an unpaired two-tailed Student’s *t*-test.

For live-cell proliferation analysis, cells were seeded in 96-well plates and monitored using the IncuCyte® Live-Cell Analysis System (Sartorius). Cell proliferation was quantified as percent confluence over time using IncuCyte analysis software according to the manufacturer’s instructions.

Cell migration was evaluated using a wound-healing assay performed with the IncuCyte® system following the manufacturer’s (Sartorius) protocol. Wound closure was monitored by live-cell imaging, and migration was quantified as relative wound confluence over time.

### Flow cytometric analysis of cell cycle and apoptosis

Cells were harvested, washed with PBS, and analyzed by flow cytometry for cell-cycle distribution and apoptosis. For cell-cycle analysis, cells were fixed in 70% ethanol, treated with RNase A, and stained with propidium iodide (PI) to measure DNA content. For apoptosis analysis, cells were stained using the APC Annexin V Apoptosis Detection Kit with 7-AAD (BioLegend) according to the manufacturer’s instructions. Briefly, cells were incubated with Annexin V–APC and 7-AAD in Annexin V binding buffer with appropriate compensation controls. Data were acquired on a NovoCyte Quanteon flow cytometer (Agilent/ACEA Biosciences) and analyzed using NovoExpress software, and cell-cycle distribution and apoptotic populations were quantified.

### Cell adhesion assay

For cell adhesion assays, cells were seeded in 12-well plates with six replicates per condition at each time point (18, 24, 48, and 72 h). At the indicated time points following seeding, representative images were acquired, after which non-adherent cells were removed by washing with PBS. Adherent cells were then fixed and stained with crystal violet. After 30 min of incubation, excess stain was removed by washing with water, and plates were allowed to air-dry. Crystal violet was subsequently solubilized by adding 10% acetic acid to each well, and plates were placed on a rocker for at least 24 h. Absorbance was measured at 595 nm to quantify cell adhesion.

### Luciferase reporter assay

Cells were co-transfected with an AR promoter–driven luciferase reporter construct and either a MYCL expression plasmid or control empty vector using PolyJet™ In Vitro DNA Transfection Reagent (SignaGen Laboratories) according to the manufacturer’s instructions. Forty-eight hours post-transfection, cells were lysed and luciferase activity was measured using the Promega Luciferase Assay System. Luciferase signals were normalized to total protein concentration from the same lysates to account for differences in cell number. Experiments were performed in biological triplicates (n = 3).

## Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work the authors used ChatGPT to improve readability. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication.

## CRediT authorship contribution statement

**Jeyaluxmy Sivalingam:** Writing – review & editing, Writing – original draft, Visualization, Validation, Software, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Kaleigh Ballagh:** Investigation. **Kyung Hyun Cho:** Data curation. **Yingli Shi:** Data curation. **Lin Li:** Investigation. **Preston Barron:** Data curation. **Michael S. Lan:** Writing – review & editing, Investigation. **Omar E Franco:** Writing – review & editing, Conceptualization. **Xiuping Yu:** Writing – review & editing, Validation, Supervision, Resources, Project administration, Methodology, Investigation, Funding acquisition, Formal analysis, Data curation, Conceptualization.

## Declaration of competing interest

The authors declare no conflict of interest.

# Supplementary material for: A MYC family switch: L-MYC drives and maintains neuroendocrine lineage programs in prostate cancer
**Source:** Neoplasia. 2026 Apr 17;77:101307. doi: 10.1016/j.neo.2026.101307
**Supplement:** Supplementary file 8

**Supplementary Figure Legends**

**Supplementary Figure 1**

Single-cell RNA-sequencing analysis showing MYCL expression across prostate epithelial and stromal cell populations. Elevated MYCL expression is observed in NEPC cells and AdPC_ARhi populations compared with other adenocarcinoma and non-epithelial cell types.

**Supplementary Figure 2**

Heatmaps showing relative gene expression of neuroendocrine markers (ASCL1, INSM1, CHGA), AR-associated luminal markers (KLK3, NKX3-1, SPDEF), YAP1, and MYC family genes (MYC, MYCL, MYCN) across multiple prostate cancer cohorts, including Beltran, SU2C, Labrecque mCRPC, WCDT, Prostate Atlas, LuCaP patient-derived xenograft, and CTPC datasets. Gene expression values are shown as log₂(TPM + 1). Samples are grouped according to pathological or molecular lineage classifications previously described in their respective studies. Heatmap colors indicate relative expression levels (blue = low, white = intermediate, red = high).

**Supplementary Figure 3**

Scatter plots showing Pearson correlations between MYCL or MYC expression and neuroendocrine markers (ASCL1, INSM1, CHGA) across multiple prostate cancer datasets, including Beltran, SU2C, Labrecque mCRPC, WCDT, Prostate Atlas, LuCaP, and CTPC. Gene expression values are shown as log₂(TPM + 1). Each point represents an individual sample colored by molecular subtype. Linear regression lines are shown with Pearson correlation coefficients and corresponding *P* values. MYCL shows positive correlations with neuroendocrine markers, whereas MYC shows negative correlations.

**Supplementary Figure 4**

(A) MYCL expression validation. Relative MYCL mRNA expression measured by RT–qPCR confirms successful MYCL overexpression in C4-2B, LNCaP, and PC3 cells compared with control (Ctrl) cells. Immunoblot analysis further validates MYCL protein expression, with β-ACTIN serving as a loading control.

(B) Left: Cell proliferation was measured by trypan blue exclusion-based cell counting and quantified by area under the curve (AUC) analysis, demonstrating a mild reduction in proliferative capacity in MYCL-overexpressing cells compared to control. 

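A list of 50 mitosis genes, compiled from general knowledge, was tested in the C4-2B libraries, the only MYCL-overexpressing cells among those analysed here. The median log2 fold change was −0.31, 14 genes were called lower, and the list had an adjusted p of 4.72e-09 from fgsea. The median stayed between −0.33 and −0.23 with each library left out in turn. The genes of this heatmap are not named in the paper's text, so they were not compared one by one.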

Right: Heatmap of differentially expressed genes (|log₂FC| ≥ 0.5, FDR < 0.05) reveals enrichment of cell cycle regulatory genes, consistent with reduced proliferation upon MYCL expression.

(C) Immunoblot analysis validated MYCL protein overexpression in cells co-transfected with EV or MYCL and an AR promoter-driven luciferase reporter, with β-actin serving as a loading control.

**Supplementary Figure 5**

(A) Scatter plot showing the relationship between MYCL copy number and MYCL mRNA expression. Each point represents an individual tumor sample. MYCL copy number is shown as log₂ copy-number values, and MYCL mRNA expression levels (log₂ normalized expression values) are shown on the y-axis. Spearman correlation analysis was performed to assess the association between MYCL copy number and MYCL transcript levels, with the correlation coefficient (r) and corresponding *P* value indicated in the plot.

(B) Scatter plot showing the relationship between MYCL mRNA expression and copy number variation (CNV) across prostate cancer cell lines from the CCLE dataset. Gene expression values are shown as log₂(RPKM + 1).

**Supplementary Figure 6**

(A) Box plot comparing L-MYC expression (log₂(TPM + 1)) between non–small cell lung cancer (NSCLC; n = 46) and small cell lung cancer (SCLC; n = 42) samples, demonstrating significantly higher L-MYC expression in SCLC (p<0.05).

(B) Heatmap of normalized gene expression showing lineage markers and MYC family genes across NSCLC and SCLC samples. Neuroendocrine markers (ASCL1, NEUROD1, INSM1, CHGA) and MYCL are enriched in SCLC, whereas MYC and YAP1 are relatively enriched in NSCLC. Gene expression values are shown as log₂(TPM + 1), with heatmap colors indicating relative expression levels (blue = low, white = intermediate, red = high).

(C) Correlation scatter plots showing relationships between MYC family genes (MYCL, MYC, MYCN) and neuroendocrine markers (ASCL1, INSM1, CHGA) across NSCLC and SCLC samples. Gene expression values are shown as log₂(TPM + 1). Each point represents a tumor sample colored by pathology. Black regression lines indicate linear fits, with Pearson correlation coefficients (r) and corresponding *P* values shown in each panel.

(D) Box plots showing MYC and MYCL expression (log₂(TPM + 1)) following ASCL1 knockdown (KD) compared with control in SCLC cell lines DMS53, H209, and H2107. Results suggest an association between ASCL1 and MYCL expression across models. Statistical significance was determined using DESeq2-adjusted *P* values (padj; ns, not significant; padj < 0.05).

**Supplementary Figure 7**

Quantification of ASCL1 mRNA expression by qRT-PCR in prostate cancer cell lines (LNCaP, C4-2B, PC3, and VCaP) following ASCL1 overexpression. ASCL1 expression is significantly elevated compared to empty vector (EV) controls. Immunoblot analysis confirms ASCL1 protein overexpression in the indicated cell lines, with β-ACTIN used as a loading control.

# Supplementary material for: A MYC family switch: L-MYC drives and maintains neuroendocrine lineage programs in prostate cancer
**Source:** Neoplasia. 2026 Apr 17;77:101307. doi: 10.1016/j.neo.2026.101307
**Supplement:** Supplementary file 9

## Slide 1
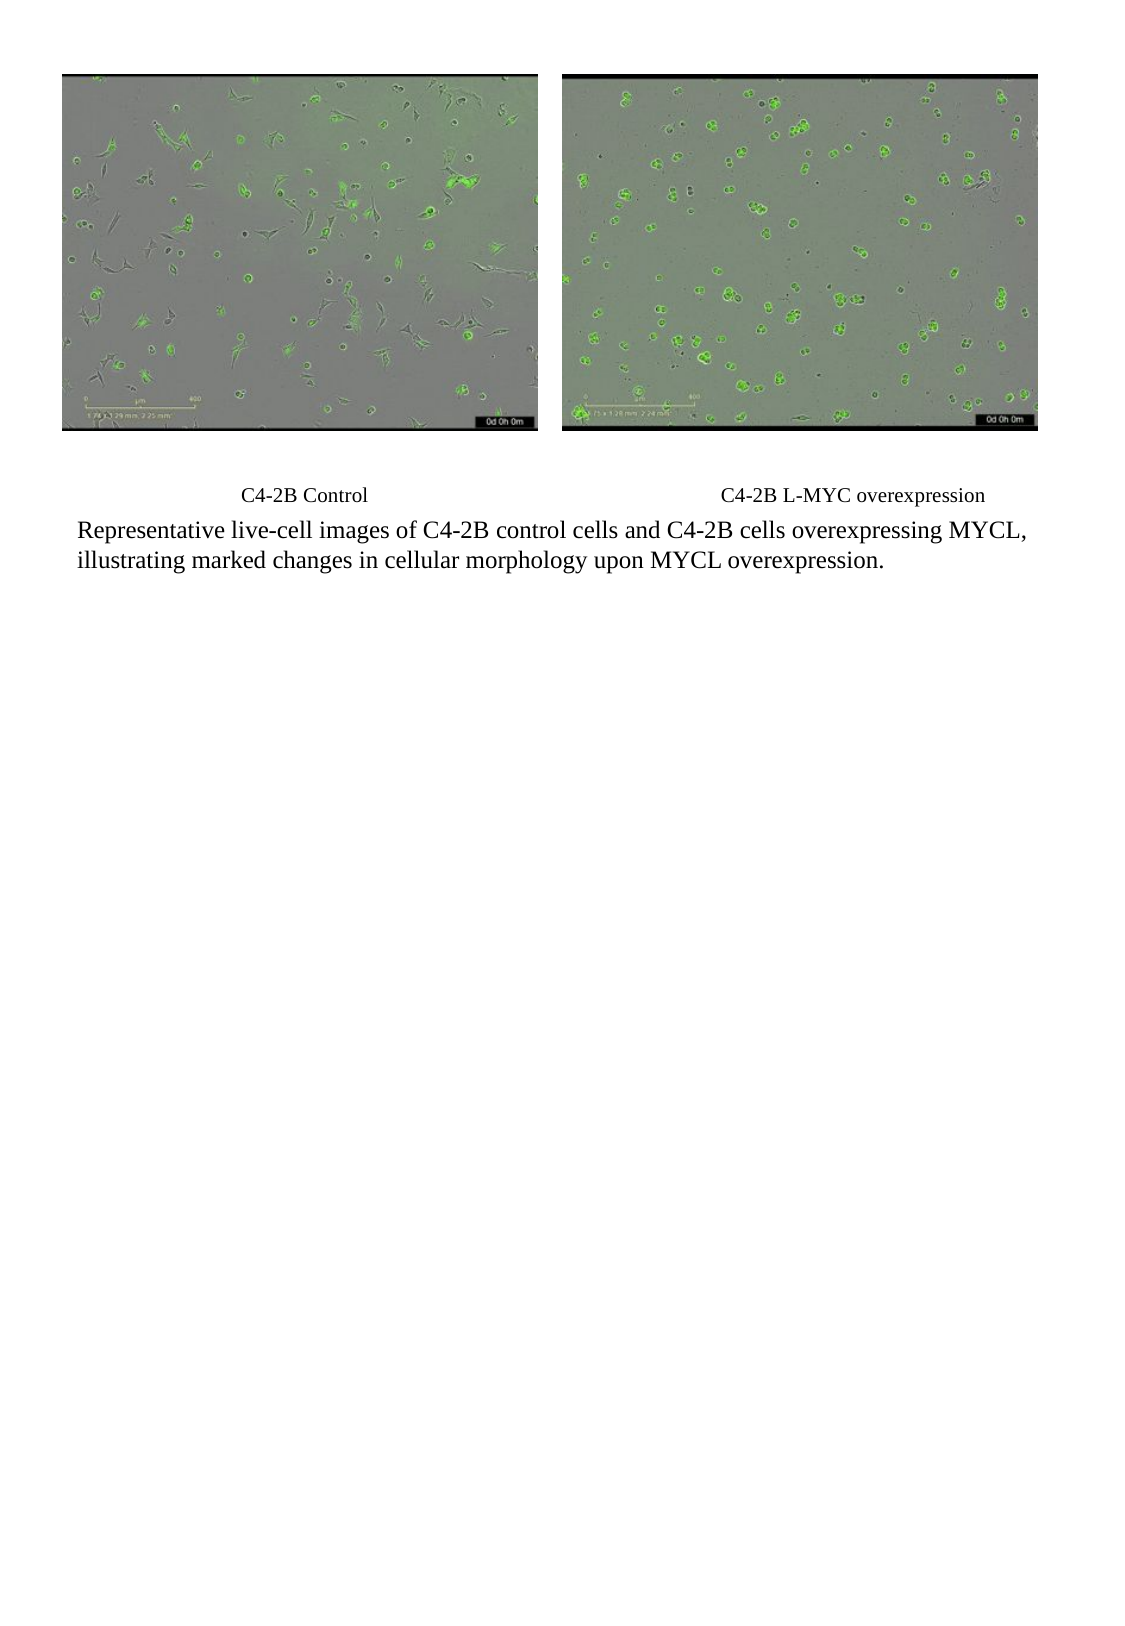

C4-2B L-MYC overexpression
C4-2B Control
Representative live-cell images of C4-2B control cells and C4-2B cells overexpressing MYCL, illustrating marked changes in cellular morphology upon MYCL overexpression.

How the deposited data were processed for this re-analysis (not part of the article)

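RNA sequencing of 8 libraries was analysed: C4-2B cells with an empty vector or with MYCL overexpression, and NCI-H660 cells with a control shRNA or with shRNA against MYCL, with 2 libraries per condition. Gene-level counts and TPM values were provided by the authors. The count table holds 78691 genes and the TPM table 65535, and the genes past the end of the TPM table hold between 0.09% and 0.122% of the counts of a library. The estimated counts were deposited by the authors as gene-level read counts per library, made from poly(A)-selected paired-end reads without normalization between libraries, and were rounded to whole numbers before any test. The TPM values are counts divided by gene length and scaled to the same sum in each library. For the gene lengths the paper names Ensembl annotations, without a release, and its text names no aligner or counting tool for these libraries.

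Library totals ranged from 15177071 to 32344170 counts. Mitochondrial genes took between 9.63% and 10.7% of counts in C4-2B and between 3.50% and 3.83% in NCI-H660 libraries. The biological coefficient of variation was 0.083 in C4-2B and 0.097 in NCI-H660 cells. A gene with 0 counts in a library is compatible with up to 3 counts, and where all libraries of a group were at or under 3 counts, the fold change was given as a lower bound against 3 counts.

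Each cell line was fitted on its own in edgeR 4.0.16 under R 4.3.3, with TMM normalization, the filterByExpr filter and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Standard errors were derived from the log2 fold change and the test statistic. Genes of the paper's heatmaps were tested at the threshold of each heatmap, 0.5 for Fig. 2G, 0.4 for Fig. 3D, 0.25 for Fig. 4B and 0.5 for Fig. 5E. The difference between the cell lines in the effect of high against low MYCL was tested as an interaction in a fit of all 4 groups.

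A set of 16 gene lists and 9 gene families was compiled from general knowledge. The lists were tested with fgsea 1.28.0 on the signed square root of the test statistic, and also with camera, with a preset correlation of 0.01 or one estimated for each list, and with fry, from limma 3.58.1. Genes named in the text are those the paper names and, in each cell line, the 5 genes at each end of the fold changes among genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test, an absolute log2 fold change of at least 1, a log2 CPM (counts scaled by library size) of at least 3 and both treated libraries on the same side of both control libraries. Genes outside this rule are SPRYD4, TRGC1, SKP1, TUBB2A, ZBED1, VIM-AS1, EFNA4-EFNA3, MARS1 and ENSG00000197991, which were chosen after their values were seen because of their overlap or sequence similarity with named genes or their place on the sex chromosomes. Some genes and gene families are not reported here.

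Alternatives were DESeq2 1.42.0, relative log expression size factors, no filter on low counts, at least 10 counts in every library, a fit of all 4 groups, a block for the replicate number, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a TPM of at least 1 in 2 libraries or without that filter, other thresholds on the fold change, lists without shared genes, and leaving out each library in turn. Alternatives chosen after seeing the data were summing the counts of genes with the same name, removing each library's trend with GC content, centring log2(TPM + 1) on each library's median, and thinning the libraries of a cell line to the smallest total. TPM values without a filter were set in advance for the number of called genes, and were applied to the heatmap genes after seeing the data. Ranges over the alternatives of a single gene leave out unfiltered and centred TPM values.

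Changes smaller than those simulated, and changes in genes with low counts, were not tried. The tests were tested on simulated data with 200 genes, drawn from those above a minimum count, changed by a log2 fold change of 1.5. The edgeR test called 192 of them, with 11 unchanged genes, at the depth of the C4-2B libraries, and 194, with 11 unchanged genes, at that of the NCI-H660 libraries. Gene positions and exon overlaps were taken from GENCODE 44, in which 61458 of the identifiers in the count table were found. Python 3.11.15 with pandas 2.3.3 was used for tables. The RT-qPCR, reporter, growth, migration and adhesion experiments and the public tumor cohorts were not analysed here, and with 2 libraries per group no count of other splits of the samples was made.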

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

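The tests of genes on the shared part of the X and Y chromosomes and the thinning of libraries were chosen only after the results they measure were seen. The other tests below were set before the data were examined, apart from the removal of the GC trend, whose setting was added later.

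The effect of high against low MYCL differed between C4-2B and NCI-H660 cells in 3513 of 19605 genes tested for the difference (edgeR's quasi-likelihood test of the interaction, adjusted p under 0.05 and an absolute difference of at least 0.5), 1880 higher and 1633 lower in C4-2B cells. For gene lists, fry gave an adjusted p for the difference of 0.00428 for androgen response (median log2 change with high MYCL −0.24 in C4-2B and 0.04 in NCI-H660), 0.00428 for mitosis (−0.31 and 0.40) and 0.00428 for NF-kB and immediate early response (0.95 and −0.04). In fry the adjusted p was 0.00957 for DNA replication (−0.72 and −0.33), 0.0107 for luminal prostate (−0.26 and 0.01), 0.0161 for mesenchymal and extracellular matrix (0.73 and −0.10), 0.0161 for apical junction (0.12 and −0.11) and 0.0174 for axon guidance (0.14 and 0.0). It was 0.0245 in fry for interferon response (0.39 and 0.18), 0.0248 for MYC targets (−0.44 and −0.18), 0.0248 for unfolded protein response (0.91 and 0.38), 0.0248 for p53 targets (0.16 and 0.08) and 0.0264 for neuroendocrine genes (0.21 and 0.11). The other lists did not pass in fry: hypoxia (0.74 and 0.93) had an adjusted p of 0.463, glycolysis (0.37 and 0.06) of 0.191 and mTORC1 signaling (0.42 and 0.12) of 0.128.

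In camera with a preset correlation, 10 of the 16 lists passed for the difference, and in camera with an estimated correlation 0 passed (adjusted p from 0.194 to 0.728) and 3 had an unadjusted p under 0.05. Depth and GC content are argued against as the whole cause of the C4-2B changes, since 3271 genes were called after thinning and 14 lists passed with the GC trend removed. The design changes cell line, manipulation, vector and the size of the MYCL change together. MYCL had a log2 fold change of 8.26 in C4-2B cells, to 3786 CPM. In NCI-H660 cells it had −3.06, from 98.3 CPM, each line being normalized on its own. A difference of cell lineage, of gain against loss of MYCL, of MYCL level or of vector thus stays open. None of these was tested apart from the others.

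Genes outside those the paper discusses also changed. In C4-2B cells, 371 called genes met the rule on abundance and replicates, and those at the ends with higher expression were ASMTL (log2 fold change 6.09), DDIT3 (4.14), IL32 (3.74) and TCIM (3.57), and with lower expression TXNIP (−2.88), SLC22A3 (−2.59), TARP (−2.54), DUBR (−2.47) and PCDH20 (−2.30). Their adjusted p-values were at most 1.1e-04 from edgeR's quasi-likelihood test. DDIT3 had 387 and 376 counts in control and 4083 and 4552 in MYCL libraries, and the antisense gene MARS1 overlaps 27.2% of its exon bases. TRGC1 shares 95.1% of the exon bases of TARP, and ENSG00000197991 shares 91.3% of those of PCDH20, so these values are of the shared sequence.

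In NCI-H660 cells, 273 called genes met the rule. Higher after MYCL knockdown were ENSG00000294688 (log2 fold change 4.08), RGL1 (2.34), AKAP17A (2.14), MMP13 (2.11) and PI15 (1.95), and lower were the X entry of PLCXD1 (−4.92), DDC (−2.94) and CCN4 (−2.84). ENSG00000272772 had 574 and 420 counts in shCtrl and 0 and 0 in shMYCL libraries, at least 115.7-fold lower. SKP1 shares 91.8% of its exon bases and itself had a log2 fold change of 0.03 (adjusted p = 0.853 from edgeR's quasi-likelihood test), and in C4-2B cells the gene had 173 and 0 counts in control libraries, so assignment of reads between the overlapping genes may take part in its change. Neither depth (3271 genes called after thinning in C4-2B) nor gene length (Spearman correlation with log2 fold change −0.078 in C4-2B and 0.091 in NCI-H660) accounts for the changes as a set. Both treated libraries lay beyond both control libraries for each of the genes named here, as the rule that chose them required, which chance gives with a probability of 0.33 for a single gene. No biological explanation was tested for these genes.

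ASMTL, AKAP17A and PLCXD1 lie on the part of the sex chromosomes where X and Y copies are identical, and each copy is listed as an entry. The X entry of ASMTL had 365 and 318 counts in control and 72 and 0 in MYCL libraries of C4-2B cells, while its Y entry had 12 and 5 against 334 and 411. In NCI-H660 cells the Y entry of PLCXD1 rose (log2 fold change 3.08, adjusted p = 0.00146 from edgeR's quasi-likelihood test) while its X entry fell. Once the entries of a name were summed, 2 of the 4 genes with a called entry in C4-2B (ASMTL and ZBED1) and 1 of the 5 in NCI-H660 (PLCXD1) were called in the direction of a called entry, but ASMTL and PLCXD1 have entries called in both directions, so that these counts decide nothing about such genes as a group. The summed log2 fold changes were 0.86 for ASMTL in C4-2B (adjusted p = 6.23e-04 from edgeR's quasi-likelihood test), and 0.41 for AKAP17A (adjusted p = 0.0178) and −0.55 for PLCXD1 (adjusted p = 0.00811) in NCI-H660, from the same edgeR test. Division of reads between identical copies may thus account for much of the size of these changes, but not for the whole of any of the 3. The adjusted p of the AKAP17A entry was 0.714 in DESeq2 (range 1.23e-34 to 0.714 over its alternatives) and that of the PLCXD1 entry 0.135 in DESeq2 (range 1.36e-72 to 0.135). The fitted change of the AKAP17A entry was 11.52 without NCI-H660 shCtrl replicate 1, and that of the PLCXD1 entry −11.39 without NCI-H660 shMYCL replicate 2. In both cases the library left in that group had 0 counts, so these values give a direction and not a size.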

How the results depend on the processing

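Summing same-name genes, removing the GC trend, centring TPM values and thinning libraries were chosen after seeing the data, and so were the tests built on them and the use of unfiltered TPM values for the heatmap genes. For single genes and single lists, over single-library omissions and the alternatives applied to them, which for genes leave out unfiltered and centred TPM values, 1553 values were the same in direction and side of the threshold or within their spread, 60 were weaker, 3 stronger, 43 moved and 8 reversed.

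The number of called genes depended on the threshold and, in NCI-H660 cells, on the unit. Without a minimum fold change, 5895 genes were called in C4-2B and 4204 in NCI-H660, and with a minimum of 1, 1411 and 1022, as the thresholds are built to do. On log2(TPM + 1) without a filter on low TPM, 1940 genes were called in C4-2B and 1 in NCI-H660. In NCI-H660, 1702 were called on log2(TPM + 1), 1600 on log2(TPM + 0.1) and 1692 on centred log2(TPM + 1), and the cause was not tested. The other settings gave between 2528 and 3776 genes in C4-2B and between 2060 and 2979 in NCI-H660. A block for the replicate number gave 3536 and 2949 genes, but replicate numbers do not pair the libraries: deviations of replicates from their group mean had a correlation of 0.004 in C4-2B and 0.01 in NCI-H660. The interaction gave 3576 genes with that block and 3285 with at least 10 counts in every library.

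The heatmap genes depended on the filter for TPM values. On log2(TPM + 1) without a filter on low TPM, 9 of 23 passed for Fig. 2G (17 at an unadjusted p under 0.05), 5 of 21 for Fig. 3D (16 unadjusted), 9 of 15 for Fig. 4B (14 unadjusted) and 0 of 11 for Fig. 5E (10 unadjusted), and the cause was not tested. For Fig. 3D, 12 passed on log2(TPM + 1) and 11 on log2(TPM + 0.1) with the filter, where 3 were not tested, and 16 on centred log2(TPM + 1). Under the alternatives other than unfiltered TPM values, at least 16 of 23 passed for Fig. 2G, 13 of 15 for Fig. 4B and 9 of 11 for Fig. 5E. With each library left out in turn, only the direction and size of the fold change were checked, without a p-value. From 22 to 23 genes then met the fold change threshold of Fig. 2G (22 without C4-2B MYCL replicate 2). For Fig. 3D it was 20 to 21 (20 without C4-2B control replicate 1 or MYCL replicate 1). For Fig. 4B it was 14 to 15 (14 without C4-2B MYCL replicate 2). For Fig. 5E it was 10 to 11 (10 without NCI-H660 shCtrl replicate 1 or shMYCL replicate 2).

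The gene lists depended on the test. In camera with an estimated correlation, 0 lists passed in C4-2B (5 with an unadjusted p under 0.05) and 0 in NCI-H660 (0 with an unadjusted p under 0.05). In fry 0 passed in NCI-H660 (6 with an unadjusted p under 0.05). Camera with an estimated correlation gave a simulated list of raised, independent genes a p of 2.78e-04 at the depth of C4-2B and 3.95e-04 at that of NCI-H660, so it can find a list at this depth when its genes are not correlated. Without shared genes, 13 and 5 lists passed, fry passed 15 in C4-2B, and the other settings gave 14 and 7.

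In NCI-H660 cells, the direction given by the list tests changed between settings for 2 lists, neither of which passed under any setting, and the cause was not tested. The mesenchymal list had an adjusted p of 0.534 in fgsea, 0.542 with at least 10 counts in every library and 0.526 without shared genes, both in fgsea, 0.835 and 0.961 in camera with a preset and an estimated correlation, and 0.874 in fry. The luminal prostate list had 0.378 in fgsea, 0.542 with at least 10 counts and 0.581 without shared genes, both in fgsea, and 0.874 in fry. Medians of 6 lists changed sign, or left 0, with single libraries left out in NCI-H660 cells. Without shCtrl replicate 1 they were −0.13 for the mesenchymal and −0.14 for the NF-kB list, against 0.10 and 0.04 with all libraries. Without shCtrl replicate 2 they were 0.06 for glycolysis, 0.04 for mTORC1 and 0.07 for luminal prostate, against −0.06, −0.12 and −0.005. The axon guidance median of 0.0 was −0.07 and 0.03 without shMYCL replicates 1 and 2 in turn. The Spearman correlation between the log2 fold changes of the cell lines lay between −0.191 (without NCI-H660 shCtrl replicate 1) and −0.07 (without NCI-H660 shCtrl replicate 2).

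Depth limits the genes near the floor. MYCN and SYT1 in C4-2B were not tested in the fit of that cell line alone, IGFBP5 and RAC2 in C4-2B rest on at most 41 counts, and TUBB2B, SEMA6B, WWTR1, CAMK1D and IGFBP5 in C4-2B were not tested where 10 counts were required in every library, so that this setting says nothing about them.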

Differences from the paper's values

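The FDR in the legend of Fig. 4A is that of the Hallmark androgen response set, which was not used here, and the paper states no number for a measure computed here on the same genes, so the differences below are of direction or of a named gene. The tests named here are those of the passages, and their main settings were not chosen after the result was seen. Of the alternatives, removal of the GC trend was chosen after seeing the data. Unfiltered TPM values were set in advance only for the number of called genes.

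The paper reports higher SYT1 after MYCL overexpression in C4-2B cells. Here SYT1 had 3 and 0 counts in control and 2 and 3 in MYCL libraries and was not tested in the fit of C4-2B libraries alone. The settings that tested it, a fit of all 4 groups, no filter on low counts and log2(TPM + 1) without a filter, did not call it.

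The paper reports enrichment of apical junction genes after MYCL knockdown in NCI-H660 cells and loss of neuronal and neuroendocrine differentiation programs. With the lists compiled here, which are not the paper's sets, apical junction had a median log2 fold change of 0.11 and an adjusted p of 0.119 in fgsea, and neuroendocrine genes −0.11 and 0.129 in fgsea. None of the alternatives brought either below 0.05. The smallest adjusted p over all alternatives was 0.0742 for apical junction, in fgsea with at least 10 counts in every library, and 0.0995 for neuroendocrine genes, in fry. The apical junction median was 0.03 without NCI-H660 shCtrl replicate 1, and the neuroendocrine median −0.05 without NCI-H660 shCtrl replicate 2 and −0.07 without shMYCL replicate 1.

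The legend of Fig. 5B lists the G2/M checkpoint among the sets that rise after MYCL knockdown. The mitosis list compiled here, which is not the paper's set, fell, with a median log2 fold change of −0.40 and an adjusted p of 1.38e-09 in fgsea. It did not pass in fry (adjusted p = 0.0865) or in camera with an estimated correlation (adjusted p = 0.428), and no alternative raised it. As the sets differ, the fall of this list does not contradict the paper's result for its own set.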

Other observations

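The centring of TPM values, the thinning of libraries, the medians of gene families with the GC trend removed and the values of RT-qPCR genes were chosen only after the results they measure were seen; the other tests below were set earlier.

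Across 14212 genes tested in both cell lines, the log2 fold change after MYCL overexpression in C4-2B cells had a Spearman correlation of −0.139 with that after MYCL knockdown in NCI-H660 cells. Genes called in both lines moved in opposite directions in 392 cases and in the same direction in 204. The correlation was −0.126 without the genes of the hypoxia, glycolysis, unfolded protein, DNA replication and MYC target lists, so these lists do not carry the whole of it. It was −0.191 without NCI-H660 shCtrl replicate 1 and −0.07 without NCI-H660 shCtrl replicate 2. The values are consistent with a small set of genes that follows MYCL in both lines, as a hypothesis, while most of the variation between genes is not shared.

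The neuroendocrine list was tested in C4-2B cells without the gene it shares with the hypoxia list, on the 16 genes with enough counts. Its adjusted p was 0.0446 in fgsea with a median log2 fold change of 0.20, which passes by a small margin. The 32 list genes not tested take no part, so this value does not speak for a neuroendocrine program as a whole. In camera with an estimated correlation, the list with its hypoxia gene had an adjusted p of 0.155, over a range of 0.00186 to 0.155 for its alternatives.

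The share of higher genes among those called in C4-2B was 59.2% from counts and 33.5% on log2(TPM + 1). The median log2 fold change of all genes was −0.002 from counts and −0.142 on log2(TPM + 1). After centring each library the share was 60.7%, but centring itself brings the median change close to 0, so this value says nothing on the scaling of TPM values, and the source of the difference stays open. With the libraries thinned to 1 total, 3271 genes were called, 3114 of them among the 3355 called without thinning, so deeper control libraries do not account for the count.

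The interferon list had an adjusted p of 0.142 in C4-2B and 0.378 in NCI-H660 in fgsea. In fry it was 0.0126 in C4-2B, with a range of 0.0126 to 0.2 over its alternatives. Control and treated cells both carry a viral vector, so an interferon response to the vectors that they share is not seen in these comparisons, and it stays open. The median in C4-2B was 0.18 without C4-2B MYCL replicate 2 and 0.61 without MYCL replicate 1, and in NCI-H660 it was −0.08 without shMYCL replicate 1.

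Gene length had a Spearman correlation with the log2 fold change of −0.078 in C4-2B and 0.091 in NCI-H660, under the limit of 0.2 set for it. GC content had one of 0.182 in C4-2B and 0.049 in NCI-H660. With the GC trend of each library removed, 14 lists passed in C4-2B, as before its removal.

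Genes the paper measured by RT-qPCR had the following values in these libraries. In C4-2B cells, ITGB1 had a log2 fold change of −0.13 (adjusted p = 0.175 from edgeR's quasi-likelihood test, with 0.0364 to 0.679 over its alternatives) and ITGAV of −0.16 (adjusted p = 0.125 from the same edgeR test, with 0.0723 to 0.515 over its alternatives). In NCI-H660 cells, NCAM1 had −0.22 (adjusted p = 0.13 from edgeR's quasi-likelihood test) and DLL3 −0.50 (adjusted p = 0.0122 from edgeR's quasi-likelihood test, with 0.00319 to 0.0462 over its alternatives). MYCN in NCI-H660 had 24 and 53 counts in shCtrl and 24 and 36 in shMYCL libraries. Its log2 fold change was −0.15 (standard error 0.42), and it ran from −0.55 to 0.45 with each library left out in turn.

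Values of gene families on log2(TPM + 1) include the shift of all genes tested, whose median was −0.142. Among gene families in C4-2B cells, the 15 tested integrins had a median log2 fold change of 0.04 from counts and −0.26 on log2(TPM + 1), and −0.125 and 0.187 without control replicates 1 and 2 in turn and 0.14 without MYCL replicate 1. The 16 collagens had 0.30 from counts and 0.24 on log2(TPM + 1), or 0.54 without MYCL replicate 2. The 7 claudins had 0.62 and 0.45, with 0.46 to 0.66 over single-library omissions, and the 82 ribosomal protein genes 0.38 and 0.22, with 0.28 to 0.47. Mitochondrially encoded genes had 0.10 and −0.04, or 0.17 and 0.02 from counts without MYCL replicates 1 and 2 in turn, and replication-dependent histones −0.53 and −0.60, with −0.68 to −0.43. With the GC trend of each library removed, the median was 0.34 for claudins, 0.20 for collagens and 0.16 for mitochondrially encoded genes. In NCI-H660 cells, 14 of the 40 tested histones were called lower and 1 higher. As the libraries were poly(A)-selected, the histone values in both lines cover polyadenylated transcripts only and do not measure total histone mRNA.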
